# *Has2* Regulates the Development of Ovalbumin-Induced Airway Remodeling and Steroid Insensitivity in Mice

**DOI:** 10.3389/fimmu.2021.770305

**Published:** 2022-01-07

**Authors:** Mingma Thsering Sherpa, Takumi Kiwamoto, Masashi Matsuyama, Yoshiya Tsunoda, Kai Yazaki, Kazufumi Yoshida, Masayuki Nakajima, Yosuke Matsuno, Yuko Morishima, Yukio Ishii, Nobuyuki Hizawa

**Keywords:** ER stress response, HAS2, IL-17, TGF-β1, airway remodeling, asthma, mouse model

## Abstract

*HAS2* is a member of the gene family encoding the hyaluronan synthase 2, which can generate high-molecular-weight hyaluronan (HMW-HA). Our previous study identified *HAS2* as a candidate gene for increased susceptibility to adult asthma. However, whether *HAS2* dysfunction affects airway remodeling and steroid insensitivity is still limited. Therefore, this study aimed to clarify the *Has2* dysfunction, triggering severe airway remodeling and steroid insensitivity in a murine model of asthma. *Has2* heterozygous-deficient (*Has2* ^+/−^) mice and their wild-type littermates have been evaluated in a model of chronic ovalbumin (OVA) sensitization and challenge. Mice present a higher sensitivity to OVA and higher IL-17 release as well as eosinophilic infiltration. RNA sequencing demonstrated the downregulation of EIF2 signaling pathways, TGF-β signaling pathways, and heat shock proteins with Th17 bias in *Has2* ^+/−^-OVA mice. The combined treatment with anti-IL-17A antibody and dexamethasone reduces steroid insensitivity in *Has2* ^+/−^-OVA mice. *Has2* attenuation worsens eosinophilic airway inflammation, airway remodeling, and steroid insensitivity. These data highlight that HAS2 and HMW-HA are important for controlling intractable eosinophilic airway inflammation and remodeling and could potentially be exploited for their therapeutic benefits in patients with asthma.

## Introduction

Airway remodeling is an important feature of asthma characterized by goblet cell hyperplasia, subepithelial collagen, and smooth muscle hyperplasia and is known to play a role in persistent airflow obstruction (1). Because airway remodeling is minimally affected by current treatments, prevention of accelerated airway remodeling is one of the important therapeutic targets of asthma (2). Our previous genome-wide association study reported that hyaluronan synthase 2 gene (*HAS2*) is a novel candidate gene for susceptibility to adult asthma (3). Hyaluronan (HA) is an integral component of the extracellular matrix (4). HA synthases synthesize large HA polymers of various sizes. HAS1 and HAS2 produce HA of larger molecular size (2 × 10^4^ kDa), whereas HAS3 synthesizes small-sized HA (2 × 10^2^ kDa) (4). Because high-molecular-weight hyaluronan (HMW-HA) is thought to have an anti-inflammatory function, HAS2 dysfunction was thought to exacerbate asthma. Based on these backgrounds, mouse HAS2 gene (*Has2*) attenuation was recently reported to worsen acute eosinophilic airway inflammation and increase airway hyperresponsiveness (AHR) using *Has2* heterozygous-deficient (*Has2* ^+/−^) mice (5). However, the severity of chronic eosinophilic airway inflammation, airway remodeling, and underlying pathogenesis in *Has2* ^+/−^ mice remains unclear. In this study, the development of airway remodeling after repeated allergen challenges in *Has2* ^+/−^ mice was analyzed to clarify the role of *Has2* in the pathogenesis of airway remodeling in asthma. *Has2* ^+/−^ mice exhibit a more intense allergic eosinophilic airway inflammatory reaction, severe goblet cell hyperplasia, and increased IL-17 level with steroid insensitivity. IL-17 cytokines have been implicated in asthma, and recent studies have suggested activation of steroid-resistant IL-17 pathways in severe asthma patients (6–8). This intractable eosinophilic airway inflammation phenotype can be treated by combined treatment with dexamethasone and anti-IL-17A Ab.

## Methods

### Animals

Because *Has2* homozygous deficient mice are embryonic lethal with severe cardiac and vascular abnormality (9), 6- to 8-week-old female Balb/c mice wild type (WT) and *Has2* heterozygous (*Has* ^+/−^) were used in the experiments. Breeding sets of *Has2* ^+/−^ mice (Jackson Laboratory, Bar Harbor, ME, USA) were backcrossed to Balb/c background for at least eight generations (5, 9). All animal studies were approved by the Institutional Review Board of the University of Tsukuba (approval number: 19-159, 20-125, and 21-028).

### Experimental Protocols

Mice were sensitized intraperitoneally with 100 µg of ovalbumin (OVA; Sigma-Aldrich, St. Louis, MO, USA) adsorbed in 1.6 mg of aluminum hydroxide on days 1 and 15. Starting on day 22, mice were challenged intranasally with 10 µg of OVA for 5 days each for eight consecutive weeks (**Figure 1A**). Control mice were injected and challenged with saline. The steroid-treated group received 1 mg/kg dexamethasone (Sigma Aldrich) intraperitoneally into OVA-stimulated WT (WT-OVA) mice and that of *Has2* ^+/−^ (*Has2* ^+/−^-OVA) mice at 24 and 2 h prior to the final intranasal OVA challenge (**Figure 6A**). The combined treatment group received anti-IL-17A monoclonal antibody (100 μg/body, BioLegend, San Diego, CA, USA) intraperitoneally into WT-OVA mice and *Has2* ^+/−^-OVA at 24 and 2 h before final intranasal OVA challenge (**Figure 6A**). Isotype IgG (BioLegend, San Diego, CA, USA) was used as control.

**Figure 1:**
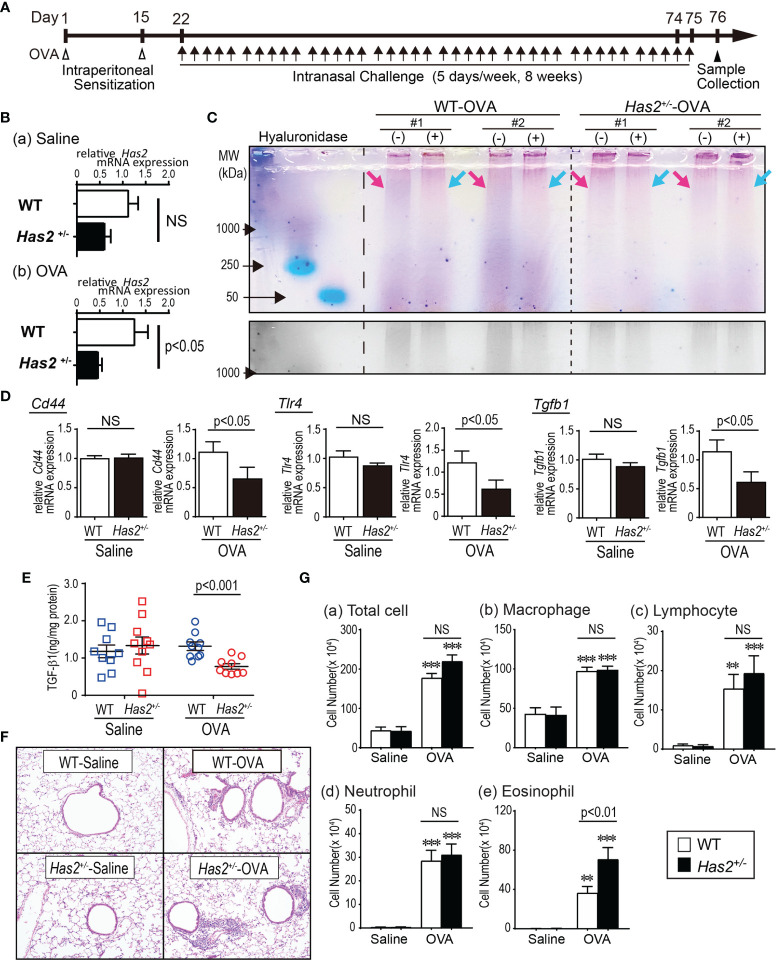
*Has2* attenuation downregulates the HMW-HA, HA-binding protein, and exacerbates airway inflammation in a chronic ovalbumin (OVA)-induced mouse model of asthma. **(A)** Schematic illustration of the experimental design. **(B)** Levels of mRNA transcripts encoding *Has2* (*n* = 6–9). **(C)** (Upper lane) HA size analysis with hyaluronidase treatment. (Lower lane) Grayscale in the high-molecular-weight area. **(D)** Levels of mRNA transcripts encoding *Cd44, Tlr4*, and *Tgfb1* (*n* = 9–10). **(E)** Protein-adjusted levels of TGF-β1 in lung homogenates (*n* = 9–10). **(F)** Lung tissue HE staining. **(G)** BALF cytology of each indicated cell type (*n* = 13–14). All samples are obtained 24 h after the final challenge with saline or OVA. Statistical significance was determined using the Mann–Whitney *U* test **(B, D, E)** or Tukey’s multiple comparison test **(G)**. **P < 0.01, ***P < 0.001 relative to the WT-saline control mice. Horizontal bars indicate direct statistical comparisons between WT and *Has2* ^+/−^ mice. NS, not significant.

### Quantitative Real-Time RT-PCR

Total RNA was extracted from the snap-frozen lung tissue using a RNeasy^®^ Mini Kit (QIAGEN, Hilden, Germany) according to the protocol of the manufacturer. mRNA expression levels were quantified by the 7500 FAST real-time PCR system (Thermo Fisher Scientific, Waltham, MA, USA). The sequences for the *Has2* ^+/−^ mice-specific TaqMan^®^-MGB probes and primers (Thermo Fisher Scientific) were as follows: Has2F 5′-TGCTTGACCCTGCCTCATC-3′, Has2R 5′-CCCATGAATTCCTGATTGTACCA-3′, MGB probe 5′-TGTCCAGATTTTAAACAAG-3′ (5). Mouse primers and probes were purchased pre-mixed from Thermo Fisher Scientific: CD44 (*Cd44*; Mm01277163_m1), TLR4 (*Tlr4*; Mm00445273_m1), TGF-β1 (*Tgfb1*; Mm01178820_m1), Hsp40 (*Dnajb1*; Mm00444519_m1), Hsp70 (*Hspa1a*; Mm01159846_s1), Herp (*Herpud1*; Mm00445600_m1), PERK (*Eif2ak3*; Mm00438700_m1), ATF4 (*Atf4*; Mm00515325_g1), and GAPDH (*Gapdh*; Mm99999915_g1). All mRNA levels were normalized to *Gapdh* mRNA levels.

### HA Size Analysis

HA size was analyzed as previously described (5, 10). Briefly, right whole lung tissues were digested by incubation in proteinase K (MilliporeSigma, Burlington, MA, USA) at 1 mg/ml in 100 mM ammonium acetate (1 ml/25 mg tissue weight). The samples were then precipitated using ethanol after which nucleic acid digestion followed by second ethanol precipitation was done. After digesting half the samples with hyaluronidase, the samples were resuspended in formamide and then run on agarose gel at a constant voltage. Finally, the gel was stained with Stains-All (Sigma-Aldrich).

### Bronchoalveolar Lavage Fluid Cell Counting

Mouse lungs were lavaged using five repeated instillations of 0.6 ml of saline each through the tracheal cannula. The first 1.2 ml of bronchoalveolar lavage fluid (BALF) was centrifuged, and the supernatant was used for the measurements of various cytokines and chemokines as described (5, 11). Centrifuged cells were redissolved in the remaining BALF sample. Cells were counted using a hemocytometer, and a differential cell count was performed based on count of 300 cells, which morphologically classified the cells based on staining with Diff-Quik (Polysciences, Inc., Warrington, PA, USA), using standard light microscopic techniques.

### Lung Histology

Lung paraffin sections were stained with hematoxylin and eosin (HE) staining to assess airway inflammatory cell infiltration, with periodic acid Schiff (PAS) to demonstrate the presence of mucin within goblet cells, and with Masson’s trichrome (MT) to demonstrate the presence of extracellular matrix. The sections were also stained immunohistochemically using anti-α-smooth muscle actin (α-SMA) antibody (Cell Signaling Technology, Danvers, MA, USA) to identify contractile elements. Morphological analyses of MT and ⍺-SMA-stained regions and %PAS positive cells were performed as described previously (12, 13).

### Airway Hyperresponsiveness to Methacholine

Airway hyperresponsiveness (AHR) to inhaled methacholine (Sigma-Aldrich) in unrestrained mice was measured 24 h after the last intranasal challenge by barometric plethysmography using a whole-body plethysmograph (FinePointe RC System, Buxco, Wilmington, NC, USA). AHR was measured as changes in airway resistance with increasing dose of methacholine (0–50 mg/ml) *via* a jet nebulizer (5).

### Multiplex Cytokine Assay

Cytokines and chemokines in BAL fluids and lung homogenates were measured using MILLIPLEX MAP Kit (MilliporeSigma) according to the instructions of the manufacturer. Twice the recommended sample volume was used for BAL fluid testing as described previously (5).

### Enzyme-Linked Immunosorbent Assay

Quantification of OVA-specific IgE and IgG1 in serum was performed using commercially available ELISA kits (Cayman Chemical, Ann Arbor, MI, USA), whereas TGF-β1 and IL-17F in lung homogenate were measured using ELISA kits (R&D Systems, Minneapolis, MN, USA).

### Lung RNA Extraction and RNA Sequencing

Total RNA was extracted from mouse lungs using the TRIzol^®^ reagent (Thermo Fisher Scientific) according to the instructions of the manufacturer (*n* = 4–5, each group). The concentration and purity of the RNA samples were determined by automated optical density evaluation (OD_260_/OD_280_ ≥ 1.8 and OD_260_/OD_230_ ≥ 1.8) using a NanoDrop spectrophotometer (Thermo Fisher Scientific). RNA sequencing (RNA-seq) libraries were prepared using a NEBNext rRNA Depletion Kit (New England Biolabs, Ipswich, MA, USA) and an ENBNext Ultra Directional RNA Library Prep Kit (New England Biolabs) according to the instructions of the manufacturer using 500 ng of the total RNA samples. Next, 2 × 36 base paired-end sequencing was performed using a NextSeq 500 sequencer (Illumina, San Diego, CA, USA) by Tsukuba i-Laboratory LLP (Tsukuba, Japan). Sequences were mapped to the mm10 mouse genome and quantified using CLC Genomics Workbench version 10.1.1 (QIAGEN). An adjusted *P*-value <0.01 (Benjamini–Hochberg FDR method for multiple testing corrections) and relative changes in transcription levels >1.2-fold were used as the cutoff criterion (**Supplemental Figure 1**). The data are available under GEO series accession number GSE181966.

### Pathway Analysis of Differentially Expressed Genes and CIBERSORT Analysis

Identification of the unique differentially expressed genes (DEGs) between WT-saline vs. WT-OVA and WT-saline vs. *Has2* ^+/−^-OVA was done by using Venny (v2.0; http://bioinfogp.cnb.csic.es/tools/venny/index.html). Biological pathways enriched in the data were identified with Ingenuity Pathway Analysis (IPA) software (QIAGEN) using Fisher’s exact test (*P* < 0.05 indicates statistical significance). CIBERSORT analysis was performed on RNA-seq data by using the analytical tool (https://cibersort.stanford.edu/) (14). Previously published mouse reference signature matrix, consisting of 511 distinguishing genes for 25 immune cell types, was used as the reference profile (15).

### Statistical Analysis

Data are shown as means ± SEMs or individual dot plots with means ± SEMs. Statistical significance between groups was evaluated using Mann–Whitney *U* test or ANOVA with Tukey’s multiple comparison test. *P*-values <0.05 were considered statistically significant.

## Results

### The Expression Level of *Has2* mRNA and HMW-HA Is Reduced in Lung Tissues of OVA-Challenged *Has2^+/−^* Mice

To establish the role of *Has2* in chronic allergic airway inflammation, mice were intranasally stimulated with OVA for 8 weeks (**Figure 1A**). *Has2* mRNA expression was significantly lower in the OVA-stimulated *Has2* ^+/−^ (*Has2* ^+/−^-OVA) mice than those in the OVA-stimulated WT (WT-OVA) mice (**Figure 1B**). The genetic modulation of *Has2* did not affect the expression of *Has2* mRNA in the saline control group (**Figure 1B**). Next, to elucidate whether *Has2* mRNA attenuation affects the HMW-HA levels, HA size analysis was performed. Hyaluronidase-sensitive HMW-HA band was less abundant in the lung extracts of *Has2* ^+/−^-OVA mice than in the lung tissues of WT-OVA mice (**Figure 1C**). These results supported the hypothesis that the expression level of *Has2* mRNA in *Has2* ^+/−^ mice was downregulated during chronic eosinophilic airway inflammation, and *Has2* dysfunction impaired the HMW-HA production.

### *Has2* Attenuation Results in the Downregulation of HA-Binding Proteins and TGF-β1

CD44 and TLR4 are known as HA-binding proteins and decreased CD44 downregulates the TGF-β (16). To determine whether *Has2* mRNA attenuation affects the expression of HA-binding protein and downstream molecules, mRNA expression levels of *Cd44*, *Tlr4*, and *Tgfb1* were evaluated. After the OVA stimulation, expression levels of *Cd44*, *Tlr4*, and *Tgfb1* mRNA were significantly lower in the lungs from *Has2* ^+/−^-OVA mice than those from WT-OVA mice (**Figure 1D**). TGF-β1 levels in the lung homogenate were significantly lower in *Has2* ^+/−^-OVA mice than those in WT-OVA mice (**Figure 1E**). These results supported the hypothesis that *Has2* attenuation impaired the expression of HA-binding protein and TGF-β signaling.

### *Has2* Attenuation Enhances OVA-Induced Eosinophilic Airway Inflammation in Mice

Increased inflammatory cells were demonstrated after a repeated OVA exposure, especially in the peribronchial and perivascular areas of both *Has2* ^+/−^ mice and WT mice (**Figure 1F**). To clarify the roles of *Has2* attenuation in the development of OVA-induced chronic airway inflammation, the number of inflammatory cells in BALF was determined (**Figure 1G**). The number of eosinophils was significantly higher in *Has2* ^+/−^-OVA mice than that in WT-OVA mice (**Figure 1G**). These results indicate that *Has2* attenuation worsens the OVA-induced chronic airway inflammation.

### Airway Goblet Cell Hyperplasia Is Significantly Increased in Chronic OVA-Stimulated *Has2^+/−^* Mice

We next evaluated the role of *Has2* in goblet cell hyperplasia, one of the characteristic features of airway remodeling, in WT and *Has2* ^+/−^ mice after repeated challenges with OVA or saline. Only a few epithelial cells were positive for PAS staining in the airway of both mouse genotypes after the saline challenge (**Figure 2A, panel a**). Morphometric analysis showed that %PAS-positive mucus production cells were significantly higher in *Has2* ^+/−^-OVA mice airways than in WT-OVA mice airways (**Figure 2A, panel b**). These results indicate that *Has2* attenuation induces goblet cell hyperplasia and mucus hyperproduction.

**Figure 2:**
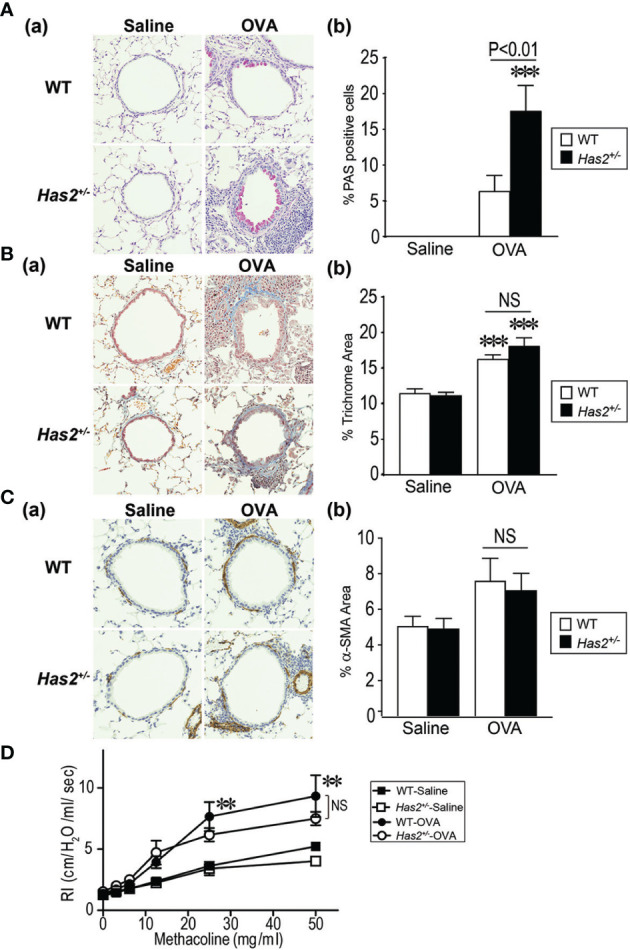
Airway remodeling phenotype of *Has2* ^+/−^ mice after chronic OVA stimulation. **(A)** Periodic acid Schiff (PAS) stain in WT and *Has2* ^+/−^ mice (panel **a**). Percentage of PAS-positive cells in the airway epithelium of WT and *Has2* ^+/−^ mice (panel **b**, *n* = 8–9). **(B)** Masson’s trichrome stain in WT and *Has2* ^+/−^ mice (panel **a**). Percentage of trichrome staining area in the 20-μm region beneath the epithelium in the airways of WT and *Has2* ^+/−^ mice (panel **b**, *n* = 8–9). **(C)** Alpha smooth muscle actin (⍺-SMA) stain in WT and *Has2* ^+/−^ mice (panel **a**). Percentage of ⍺-SMA staining area in the 20-μm region beneath the epithelium in the airways of WT and *Has2* ^+/−^ mice (panel **b**, *n* = 5). **(D)** Airway hyperresponsiveness to methacholine in WT and *Has2* ^+/−^ mice (*n* = 5–9). All samples are obtained 24 h after the final challenge with saline or OVA. Statistical significance is determined using Tukey’s multiple comparison test (**A–C**, panel **b**) or two-way ANOVA **(D)**. **P < 0.01, ***P < 0.001 relative to the WT-saline mice. Horizontal bars indicate direct statistical comparisons between WT-OVA and *Has2* ^+/−^-OVA mice. NS, not significant.

### Parameters of Airway Fibrosis, Airway Smooth Muscle Hyperplasia, and AHR Are not Significantly Different Between OVA-Stimulated WT and *Has2^+/−^* Mice

To further evaluate the characteristic features of airway remodeling, mice lung sections were stained with MT staining or immunohistochemically stained with anti-α-SMA antibody (**Figures 2B, C**). Substantial subepithelial deposition of extracellular matrix was strongly observed after repeated OVA challenges in MT-stained lungs of both WT and *Has2* ^+/−^ mice (**Figure 2B, panel a**). Morphometric analysis revealed that the area percentage of extracellular matrix in the 20-mm region beneath the epithelium was significantly higher after OVA challenges as compared with saline challenges in both mouse genotypes (**Figure 2B, panel b**). However, increased airway fibrosis was not significantly different between the WT-OVA and *Has2* ^+/−^-OVA groups. We next evaluated the degree of smooth muscle cell hypertrophy in the airways of both WT and *Has2* ^+/−^ mice. Although thin smooth muscle cell layer that was stained positive for anti-α-SMA antibody was observed in the airways of both genotypes (**Figure 2C, panel a**), the levels of airway smooth muscle hyperplasia were not significantly different between the WT-OVA and *Has2* ^+/−^-OVA groups (**Figure 2C, panel b**). Furthermore, to determine whether the attenuation of *Has2* worsens airway hyperreactivity in chronic OVA-stimulated conditions, airway resistance (RI) with an increasing dose of methacholine was measured. Although RI values were higher in both WT-OVA and *Has2* ^+/−^-OVA mice than the WT-saline mice in a methacholine dose-dependent manner, RI values were not significantly different between the WT-OVA and *Has2* ^+/−^-OVA mice (**Figure 2D**).

### OVA-Stimulated *Has2^+/−^* Mice Demonstrate Increased IL-17 Level

To test the hypothesis that eosinophilic airway inflammation increases in *Has2* ^+/−^ mice due to altered allergic cytokine and chemokine responses, the levels of several inflammatory mediators were measured in lung homogenate and BALF samples (**Figure 3** and **Supplemental Figures 2, 3**). IL-17A levels in lung homogenate were significantly higher in *Has2* ^+/−^-OVA mice than that in WT-OVA mice (**Figure 3A, panel e**). ELISA assay also revealed that IL-17F was significantly higher in *Has2* ^+/−^-OVA mice than that in WT-OVA mice (**Figure 3A, panel f**). Interestingly, IL-9 and IL-13 were significantly lower in *Has2* ^+/−^-OVA mice than those in WT-OVA mice (**Figures 3A, panels c, b, f**). In BALF samples, only MCP-1 and RANTES were significantly higher in *Has2* ^+/−^-OVA mice than those in WT-OVA mice (**Supplemental Figure 3**). These results indicate *Has2* attenuation induced severe eosinophilic airway inflammation and mucus hypersecretion due to increased IL-17.

**Figure 3:**
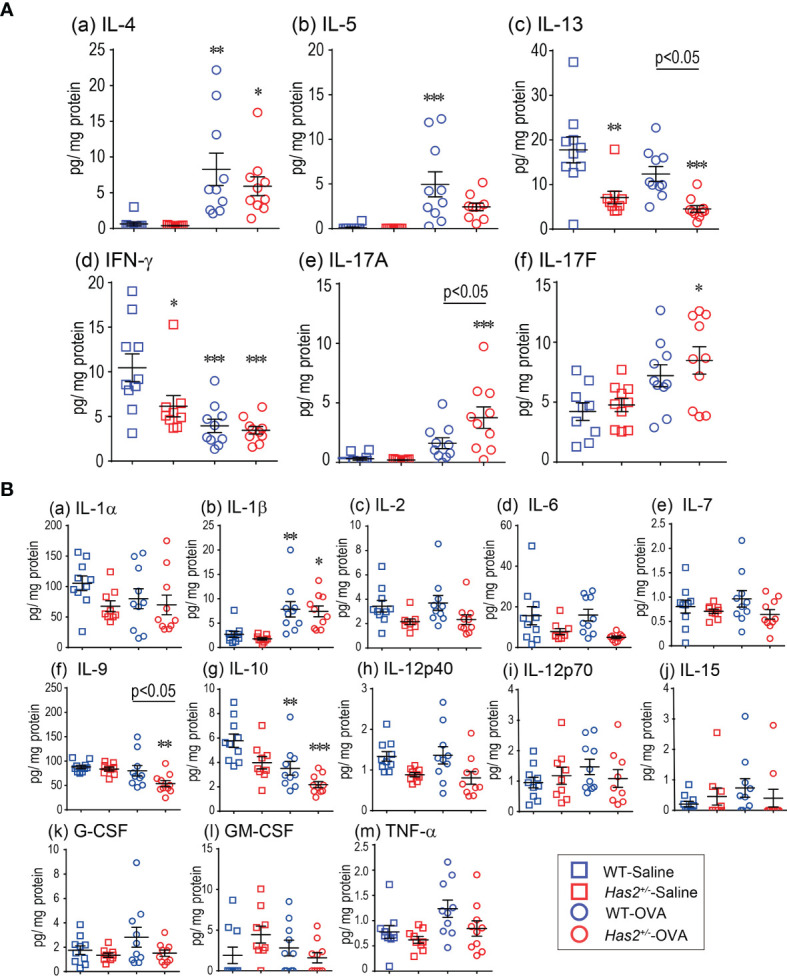
Effects of *Has2* attenuation on various cytokine and chemokine levels in lung homogenate. **(A)** Protein-adjusted levels of the indicated Th1/Th2- and Th17-related cytokines in lung homogenates (*n* = 9–10). **(B)** Protein-adjusted levels of inflammatory cytokines and chemokines in lung homogenates (*n* = 9–10). All samples are obtained 24 h after the final challenge with saline or OVA. Statistical significance was determined using Tukey’s multiple comparison test. *P < 0.05, **P < 0.01, and ***P < 0.001 relative to WT-saline mice. Horizontal bars indicate direct statistical comparisons between WT-OVA and *Has2* ^+/−^-OVA mice.

### Attenuation of *Has2* Does not Affect Serum Immunoglobulin Levels in Chronic OVA-Stimulated Condition

To examine whether the *Has2* ^+/−^ mice displayed any other evidence of enhanced systemic allergic response, serum OVA-specific IgE and IgG1 were measured. Chronic OVA challenge significantly increased the serum OVA-specific IgE and IgG1 levels in both *Has2* ^+/−^ and WT mice as compared with the saline control mice, respectively (**Supplemental Figure 4**). When the levels of these antibodies were directly compared between WT-OVA and *Has2* ^+/−^-OVA mice, no significant differences were observed (**Supplemental Figure 4**), indicating that *Has2* attenuation did not cause systemic allergic responses.

### Attenuation of *Has2* Impairs TGF-β and Endoplasmic Reticulum Stress Response-Related Signaling

To understand gene expression changes after a chronic OVA challenge in WT and *Has2* ^+/−^ mice, RNA-seq was performed. 

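*Has2*, which encodes a hyaluronan synthase, was counted at 4, 3, 5, 9 and 4 reads in the 5 *Has2* +/--OVA libraries and at 7, 10, 5, 9 and 2 reads in the 5 WT-OVA libraries. The means were 0.850 ± 0.337 and 1.26 ± 0.580 CPM (counts scaled to equal library size, SD, n = 5 each, exact permutation test, two-sided p = 0.214). In saline-treated lungs the counts were 3, 7, 2 and 7 in *Has2* +/- mice and 2, 3, 1, 3 and 4 in WT mice, or 0.901 ± 0.603 (n = 4) and 0.469 ± 0.185 CPM (n = 5, exact permutation test, two-sided p = 0.254). WT-OVA lungs held more than WT-saline lungs (exact permutation test, two-sided p = 0.0397). Neither comparison of the genotypes passed, so the gene gives no check of the genotype labels.

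Lung RNA came from 5 WT-saline, 4 *Has2* +/--saline, 5 WT-OVA and 5 *Has2* +/--OVA mice, 1 library per mouse. The authors mapped paired reads to mm10 and counted them per gene with CLC Genomics Workbench 10.1.1. The 19 libraries held 4446534 to 7048676 counts, with a median of 5493263, and are named here by their running number, 1 to 5, 6 to 9, 10 to 14 and 15 to 19 in the order of the groups above. The 14495 genes that passed edgeR's filter on low counts were compared between groups with edgeR's quasi-likelihood test in a single model of all 4 groups. A gene was called at an adjusted p under 0.01 and a fold change above 1.2, the cutoffs in the paper's methods. On data simulated with 200 changed genes, the comparison of *Has2* +/--OVA with WT-OVA lungs recovered 50.1% of changes of 1.5-fold, 83.9% of 2-fold and 98.8% of 4-fold. The changed genes were taken from those above a minimum expected count, and genes were drawn independently of each other. The rates therefore need not hold over all 14495 genes. Lists of genes of a pathway or cell type were tested against the other genes with camera at its preset correlation of 0.01, and a list was called at an adjusted p under 0.05. The value with a correlation estimated from each list's own genes is given beside each call. The first principal component carried 61.8% of the variance and set every OVA library apart from every saline library, and the second carried 5.57%.

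**Figure D1:**
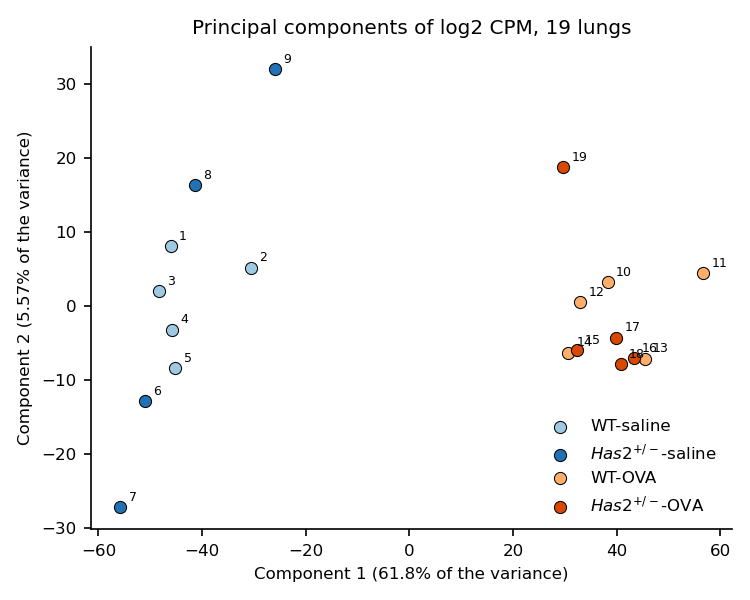
Scores of the 19 libraries on the first and the second principal component of log2 CPM, with 1 point per mouse and a colour per group. The first component holds 61.8% of the variance and the second 5.57%.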

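*Herpud1* encodes an ER membrane protein of the pathway that degrades misfolded proteins. It lies on chromosome 8 of mm10 from 94386438 to 94395377 and stood at 141 ± 23.2 CPM in *Has2* +/--OVA lungs and at 241 ± 55.5 CPM in WT-OVA lungs (SD, n = 5 each). The log2 fold change was −0.77 (standard error 0.13, edgeR's adjusted p = 0.0696). *Hspa1a*, the inducible Hsp70 gene on chromosome 17, stood at 3.53 ± 1.95 against 34.2 ± 28.1 CPM, a log2 fold change of −3.27 (standard error 0.65, edgeR's adjusted p = 0.117). *Dnajb1*, which encodes an Hsp40 co-chaperone, stood at 43.0 ± 8.11 against 105 ± 37.5 CPM (log2 fold change −1.29, standard error 0.25, edgeR's adjusted p = 0.115). *Pmvk*, which encodes a kinase of the mevalonate pathway, stood at 11.0 ± 2.09 against 18.5 ± 2.02 CPM (log2 fold change −0.76, standard error 0.13, edgeR's adjusted p = 0.0696). The immunoglobulin segment *Ighv2-6* stood at 30.0 ± 9.34 against 84.5 ± 47.8 CPM (log2 fold change −1.49, standard error 0.27, edgeR's adjusted p = 0.084). The segment *Igkv2-109* stood at 28.7 ± 12.5 against 5.75 ± 3.04 CPM (log2 fold change 2.31, standard error 0.40, edgeR's adjusted p = 0.0696). Reads of immunoglobulin segments and of the near-identical pair *Hspa1a* and *Hspa1b* can be shared between copies, which leaves these values uncertain.

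edgeR called 0 of the 14495 genes between the groups, with 1120 at an unadjusted p under 0.05 where 725 would be 5% of those tested. DESeq2 called 8 genes, all lower in *Has2* +/--OVA lungs: *Atf4*, *Dnajb1*, *Herpud1*, *Hspa1a*, *Ighv2-6*, *Pmvk*, *Siah2* and *Tmem252*. The authors' p-values, readjusted over the same 14495 genes, also called 8. Without WT-OVA library 10, edgeR called 5 genes, *Herpud1*, *Dnajb1*, *Hspa1a*, *Ighv2-6* and *Igkv6-23*, and without WT-OVA library 12 it called *Ighv1-18*, which was higher in *Has2* +/--OVA lungs. Adjusted over the list alone, the 6 genes of Figure 4A that passed the filter gave 1 higher and 5 lower, and since the study chose that list on these libraries this is not independent evidence. Among other genes of small p were *Siah2*, an E3 ubiquitin ligase gene (log2 fold change −0.63, standard error 0.13), *Thbs1*, which encodes an activator of latent TGF-β (−0.55, standard error 0.12), and the ciliary genes *Ift80* (0.40) and *Alms1* (0.35).

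**Figure D2:**
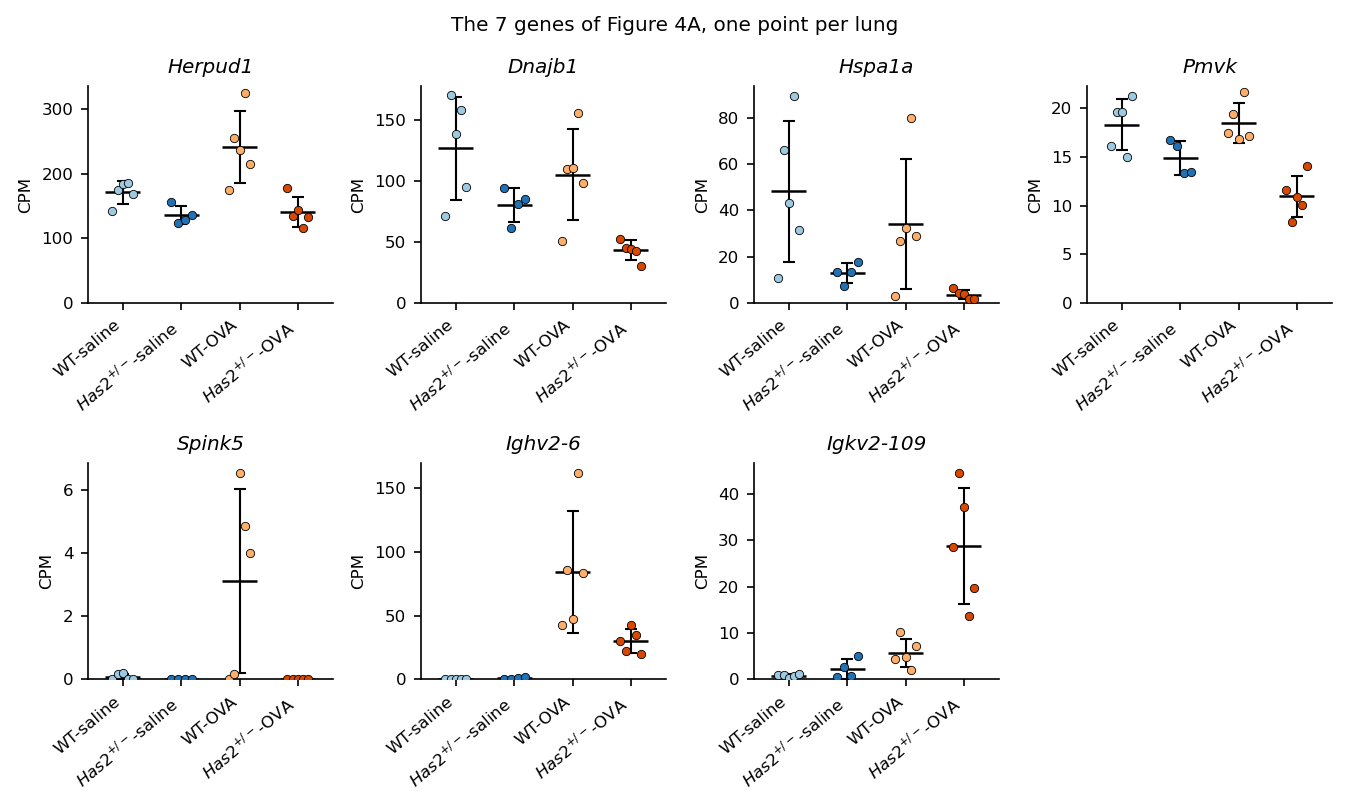
CPM of *Herpud1*, *Dnajb1*, *Hspa1a*, *Pmvk*, *Ighv2-6*, *Igkv2-109* and *Spink5* in each of the 19 libraries, with 1 point per mouse and a line and bar for each group's mean and SD. *Herpud1* has means of 141 in *Has2* +/--OVA and 241 in WT-OVA lungs.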

Seven genes were found to have significantly different expressions between the lungs of WT-OVA mice and *Has2* ^+/−^-OVA mice (**Figure 4A**). Gene ontology analyses identified a significant biological process, such as “protein processing in the endoplasmic reticulum (ER)” and “regulation of proteolysis” by three downregulated genes (**Figure 4B**). 

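The PERK and ATF4 branch of the unfolded protein response slows translation and induces amino acid supply. Of 24 such genes 18 had a negative log2 fold change in *Has2* +/--OVA against WT-OVA lungs, with a median of −0.17. edgeR called 0 of them, and 4 were lower when adjusted over the list alone. *Chac1*, an ATF4 target that degrades glutathione, had a log2 fold change of −1.07 (standard error 0.25, edgeR's adjusted p = 0.30), at 5.17 ± 2.31 CPM in *Has2* +/--OVA and 10.9 ± 2.87 CPM in WT-OVA lungs (SD, n = 5 each). *Atf4*, which encodes the transcription factor of this branch, stood at 104 ± 4.37 against 127 ± 9.54 CPM, a log2 fold change of −0.29 (standard error 0.06, edgeR's adjusted p = 0.117). *Cebpb* (−0.40) and the amino acid transporter gene *Slc3a2* (−0.27) were next by p. The list was called lower by camera (adjusted p = 4.6e-06), but not with an estimated correlation (adjusted p = 0.13), and so was its interaction of genotype and OVA (camera's adjusted p = 0.0070, and 0.59 with an estimated correlation).

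The IRE1 and XBP1 branch raises ER transport and degradation. Of its 28 genes, which include *Sec24d* (−0.26) and *Edem2* (−0.22), 22 had a negative log2 fold change, edgeR called 0, and 0 passed when adjusted over the list alone. The median was −0.07 and camera called the list lower (adjusted p = 1.6e-03, and 0.48 with an estimated correlation). Of 25 chaperone and ER-associated degradation genes of the ATF6 branch, which include *Herpud1*, *Syvn1* (−0.42) and *Derl3* (−0.34), 18 had a negative log2 fold change. edgeR called 0 and 1 was lower when adjusted over the list alone, *Herpud1*, and camera called the list lower (adjusted p = 3.2e-03, and 0.54 with an estimated correlation). Neither of these lists was called without WT-OVA library 13 (adjusted p = 0.117 and 0.126) or without *Has2* +/--OVA library 19 (adjusted p = 0.244 and 0.396), nor with a clock component as a covariate or without libraries 8, 9 and 19 or 12 and 13, which were chosen after seeing the data. The interaction was called lower for the chaperone and degradation genes (camera's adjusted p = 0.049, and 0.81 with an estimated correlation) and not for the IRE1 list (0.54). *Xbp1* itself stood at 307 ± 33.7 against 313 ± 33.6 CPM (log2 fold change −0.03, standard error 0.08).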

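*Spink5*, which encodes the serine protease inhibitor LEKTI of epithelia, was counted at 0, 1, 32, 28 and 22 reads in the 5 WT-OVA libraries and at 0 in all 5 *Has2* +/--OVA libraries. The mean was 3.13 ± 2.92 CPM in WT-OVA lungs (SD, n = 5, exact permutation test against *Has2* +/--OVA lungs, two-sided p = 0.0476). Against a floor of 3 counts over the *Has2* +/--OVA group, the level was at least 30.5-fold lower there, and 3 of the WT-OVA libraries carry the difference. WT-saline lungs held 0.0748 ± 0.103 CPM (n = 5, exact permutation test against WT-OVA lungs, two-sided p = 0.0873). The gene did not pass the filter on low counts and was not part of the test across genes.

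*Tslp* encodes an epithelial cytokine that activates dendritic cells. It was counted at 0 to 4 reads in *Has2* +/--OVA and at 1 to 4 reads in WT-OVA libraries, or 0.530 ± 0.307 and 0.370 ± 0.239 CPM (SD, n = 5 each, exact permutation test, two-sided p = 0.389). Of 9 protease inhibitor, protease and protease receptor genes of epithelia that passed the filter, 5 had a positive and 4 a negative log2 fold change between the OVA groups. edgeR called 0 of them, 0 passed when adjusted over the list alone, and camera gave an adjusted p = 0.99. *Slpi*, which encodes a secreted inhibitor of elastase, rose on OVA in WT lungs (log2 fold change 5.02, standard error 0.27, edgeR's adjusted p = 5.3e-11) and in *Has2* +/- lungs against WT-saline (4.69, standard error 0.26, edgeR's adjusted p = 1.9e-10). It stood at 602 ± 131 CPM in *Has2* +/--OVA and at 758 ± 274 CPM in WT-OVA lungs (log2 fold change −0.33, standard error 0.22, edgeR's adjusted p = 0.72).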

Although a significant attenuation of *Spink5* was thought to be involved in childhood asthma through the interaction with TSLP in *Has2* ^+/−^-OVA mice (17), the expression levels of *Tslp* were not significantly different between WT-OVA and *Has2* ^+/−^-OVA mice. Next, we focused our analysis on specifically altered genes in WT-OVA and *Has2* ^+/−^-OVA mice as compared with WT-saline mice (**Figure 4C**). A total of 515 genes were uniquely altered in WT-OVA mice (WT-OVA unique genes, **Figure 4C**), whereas 307 genes were uniquely altered in *Has2* ^+/−^-OVA mice (*Has2* ^+/−^-OVA unique genes, **Figure 4C**). 

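*Jun*, which encodes a subunit of the AP-1 transcription factor, is a gene called in *Has2* +/--OVA lungs alone. It stood at 403 ± 29.0 CPM in WT-saline lungs, 335 ± 7.79 in WT-OVA lungs and 269 ± 28.4 in *Has2* +/--OVA lungs (SD, n = 5 each). The log2 fold change against WT-saline was −0.58 in *Has2* +/--OVA lungs (standard error 0.088, edgeR's adjusted p = 3.7e-05) and −0.27 in WT-OVA lungs (standard error 0.087, edgeR's adjusted p = 0.023). *Rpl37*, which encodes a ribosomal protein, is a gene called in WT-OVA lungs alone, with a log2 fold change of 0.31 (standard error 0.059, edgeR's adjusted p = 3.6e-04).

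Against WT-saline lungs, 762 genes were called in WT-OVA lungs alone, 401 higher and 361 lower, and 551 in *Has2* +/--OVA lungs alone, 246 higher and 305 lower. The number called in both was 2413, 1332 higher and 1081 lower, where independent lists would share 189 and 138, and 0 went opposite ways. Of the 762 WT-OVA unique genes, 760 (99.7%) had the same sign in *Has2* +/--OVA lungs and 461 (60.5%) had an adjusted p under 0.05 there. Of the 551 *Has2* +/--OVA unique genes, 548 (99.5%) had the same sign in WT-OVA lungs and 335 (60.8%) had an adjusted p under 0.05 there. The median size of the log2 fold change was 0.49 in the group of the call and 0.31 in the other for the WT-OVA unique genes, and 0.56 and 0.35 for the *Has2* +/--OVA unique genes. When *Has2* +/--OVA and WT-OVA lungs were compared directly, edgeR called 0 genes of either set, with 189 and 126 at an unadjusted p under 0.05. Adjusted over the set alone, 1 gene of each passed, *Herpud1* (log2 fold change −0.77, adjusted p = 0.00756) and *Pmvk* (−0.76, adjusted p = 0.00794). The sets were chosen on these libraries for a call in a single genotype, so this is not independent evidence of a difference.

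Both comparisons use the same 5 WT-saline libraries. When counts were simulated with a single OVA effect for both genotypes, the comparison gave a median of 587.5 WT-OVA unique genes (range 512 to 679 over 20 runs), 637 *Has2* +/--OVA unique genes (586 to 698) and 2660.5 shared genes. The correlation of log2 fold changes across genes, which are not independent replicates, was 0.959 in the data, 0.972 in that simulation and 0.508 with no effect simulated, and the covariances were 0.674, 0.730 and 0.0194. With the WT-saline libraries split between the comparisons, the medians of 20 runs were 749 and 497.5 unique genes and 1228.5 shared genes, with a correlation of 0.885 and a covariance of 0.688. Without WT-OVA library 11, 341 WT-OVA and 893 *Has2* +/--OVA unique genes were called, and without *Has2* +/--OVA library 18, 306 *Has2* +/--OVA unique genes.

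**Figure D3:**
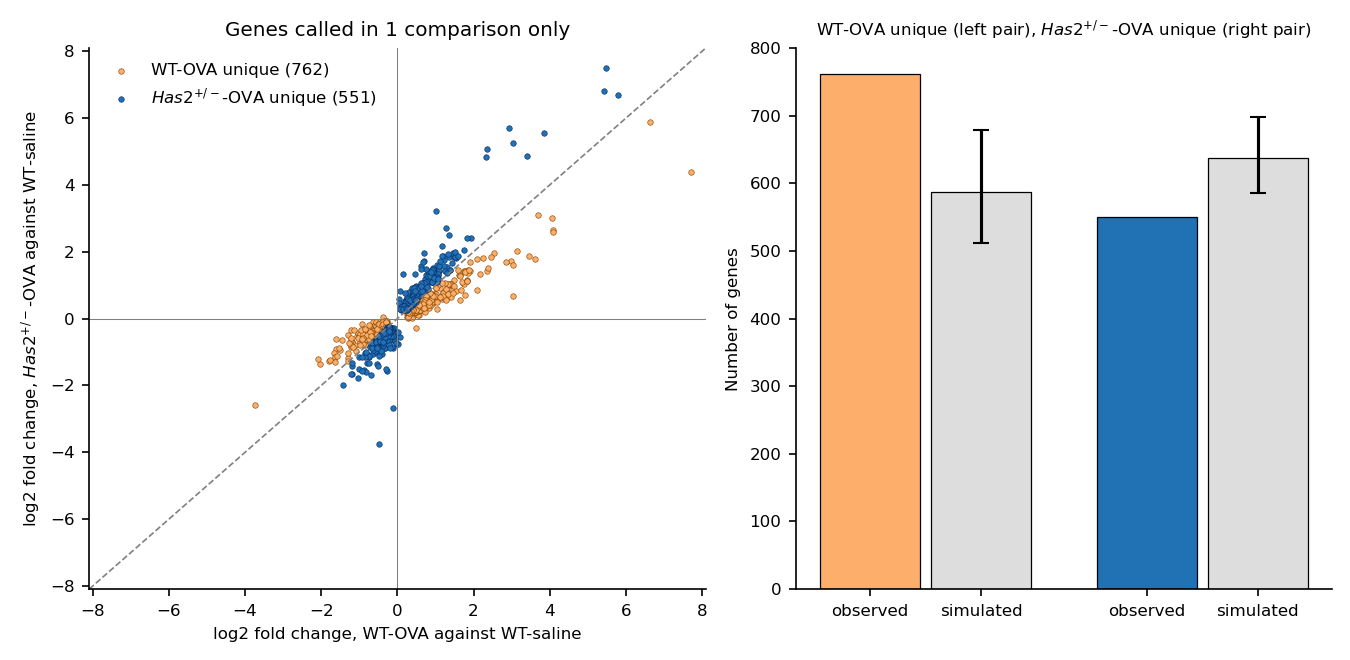
Log2 fold change against WT-saline lungs in WT-OVA and in *Has2* +/--OVA lungs for each of the 762 WT-OVA unique and 551 *Has2* +/--OVA unique genes, with 1 point per gene, and the number of such genes beside the median and range of 20 simulated runs with a single OVA effect (587.5 and 637). Most points lie where both values have the same sign (760 and 548 genes).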

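*Rps24*, which encodes a protein of the small ribosomal subunit, stood at 207 ± 11.8 CPM in WT-saline and 296 ± 19.3 CPM in WT-OVA lungs (SD, n = 5 each), a rise of 0.52 on the log2 scale (standard error 0.064, edgeR's adjusted p = 3.5e-06). In *Has2* +/--OVA lungs the rise against WT-saline was 0.46 (standard error 0.064, edgeR's adjusted p = 1.5e-05). *Rplp0*, of the ribosomal stalk, rose by 0.50 (standard error 0.076, edgeR's adjusted p = 3.6e-05) and by 0.41 (standard error 0.076, edgeR's adjusted p = 3.4e-04). Of 78 ribosomal protein genes, 39 were called higher and 0 lower in WT-OVA lungs (41 higher when adjusted over the list alone), and 22 higher and 0 lower in *Has2* +/--OVA lungs (24 higher when adjusted over the list alone). The log2 fold change was positive for 78 of the genes in WT-OVA lungs, with a median of 0.31, and for 77 in *Has2* +/--OVA lungs, with a median of 0.23. camera called the list higher in WT-OVA lungs (adjusted p = 3.1e-11, and 0.32 with an estimated correlation) and in *Has2* +/--OVA lungs (adjusted p = 2.1e-07, and 0.42 with an estimated correlation). Among the WT-OVA unique genes were 21 of the 78, all higher, where chance gives 4.10 (one-sided Fisher's exact test, adjusted p = 1.5e-08), and among the *Has2* +/--OVA unique genes 4, where chance gives 2.97 (adjusted p = 1). Fisher's test takes genes as independent, and these genes moved together, so its p-value can be too small. Ribosomal protein genes have many processed pseudogenes, with which their reads can be shared.

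In the direct comparison of *Has2* +/--OVA with WT-OVA lungs, 64 of the 78 genes had a negative log2 fold change, with a median of −0.07. The leading genes were *Rpl37* (−0.19), *Rps28* (−0.22) and *Rpl14* (−0.13). edgeR called 0 genes of the list, 0 passed when adjusted over the list alone, and camera called the list lower (adjusted p = 1.9e-05, and 0.54 with an estimated correlation). In saline-treated lungs 75 of the genes were negative in *Has2* +/- against WT mice, with a median of −0.12, edgeR called 0, and camera called the list lower (adjusted p = 6.8e-17, and 0.39 with an estimated correlation). Against *Has2* +/--saline lungs 52 genes were called higher in *Has2* +/--OVA lungs (61 when adjusted over the list alone), with a median of 0.35, and camera called the list higher (adjusted p = 3.6e-18, and 0.21 with an estimated correlation). The interaction of genotype and OVA was positive for 58 genes, with a median of 0.06, and camera called it higher (adjusted p = 0.0021, and 0.81 with an estimated correlation). Of 42 genes of translation initiation, among them *Eif4b* (0.34) and *Eif3f* (0.41), 7 were called higher and 1 lower in WT-OVA lungs, and 3 higher and 1 lower in *Has2* +/--OVA lungs, with 7 and 1, and 3 and 0, when adjusted over the list alone. camera did not call this list (adjusted p = 0.068 and 0.14, and 0.28 between the OVA groups). *Eif2ak3*, which encodes the PERK kinase of the EIF2 pathway, rose in WT-OVA lungs (log2 fold change 0.40, standard error 0.081, edgeR's adjusted p = 7.2e-04) and did not pass in *Has2* +/--OVA lungs (0.27, standard error 0.081, edgeR's adjusted p = 0.0135), where it passed without *Has2* +/--OVA library 19 (0.31). With a clock component as a covariate, chosen after seeing the data, the calls in WT-OVA lungs of *Rplp0* (0.43) and *Eif2ak3* (0.20) were lost, and that of *Eif2ak3* also without libraries 12 and 13 (0.35).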

Pathway analysis revealed that the “EIF2 signaling” pathway was the most significantly activated pathway in WT-OVA unique genes (**Figure 4D**, upper panel, and **Supplemental Table 1**). Conversely, “TGF-β signaling” was significantly inhibited in *Has2* ^+/−^-OVA unique genes. 

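*Inhba*, which encodes the activin A subunit of the TGF-β family, was the gene of the pathway with the smallest p in *Has2* +/--OVA lungs. It rose from 2.18 CPM in WT-saline to 23.8 CPM in *Has2* +/--OVA lungs, a log2 fold change of 3.45 (standard error 0.35, edgeR's adjusted p = 4.4e-07, n = 5 each). *Ltbp4*, which holds latent TGF-β in the matrix, fell (log2 fold change −0.81, standard error 0.11, edgeR's adjusted p = 1.9e-05), as did *Bambi*, a decoy receptor (−0.93, standard error 0.14, edgeR's adjusted p = 3.4e-05). The corepressor gene *Tgif1* rose by 0.69 (standard error 0.098, edgeR's adjusted p = 1.9e-05). Of 39 genes of TGF-β signaling, 4 were called higher and 13 lower in *Has2* +/--OVA lungs (4 and 15 when adjusted over the list alone), and 6 higher and 14 lower in WT-OVA lungs (7 and 15 when adjusted over the list alone). camera called the list lower in *Has2* +/--OVA lungs (adjusted p = 0.012, and 0.35 with an estimated correlation) and did not call it in WT-OVA lungs (adjusted p = 0.072), where it was called with no filter on low counts. The OVA effect on the list was not called as different between genotypes (interaction, adjusted p = 0.25, and 0.81 with an estimated correlation).

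Among the 551 *Has2* +/--OVA unique genes were 2 of these 39, both lower, where 1.48 are to be had by chance (one-sided Fisher's exact test, adjusted p = 1). Of the 25 TGF-β target genes, 4 were called higher and 9 lower in *Has2* +/--OVA lungs (4 and 9 when adjusted over the list alone), and 6 and 6 in WT-OVA lungs (7 and 8). camera called neither (adjusted p = 0.17 and 0.65). *Id1* (−0.98), *Ctgf* (−1.19) and *Cyr61* (−1.29) fell in *Has2* +/--OVA lungs and *Col3a1* (0.79) rose, and *Ctgf* (−1.21), *Cyr61* (−1.29) and *Col3a1* (0.95) moved the same ways in WT-OVA lungs. Between the OVA groups 18 of the 25 targets had a negative log2 fold change. edgeR called 0 of them, 0 passed when adjusted over the list alone, and camera called the list lower (adjusted p = 0.010, and 0.34 with an estimated correlation). Its interaction of genotype and OVA was called lower as well (camera's adjusted p = 0.025, and 0.59 with an estimated correlation). *Tgfb1* itself had a log2 fold change of −0.23 between the OVA groups (standard error 0.09, edgeR's adjusted p = 0.56).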

Pathways, such as “Wnt/β-catenin signaling” and “PCP pathway”, were significantly inhibited in both WT-OVA unique genes and *Has2* ^+/−^-OVA unique genes (**Figure 4D**, lower panel, and **Supplemental Table 2**). 

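*Lrp6*, which encodes a Wnt co-receptor, fell in WT-OVA lungs (log2 fold change −0.59 against WT-saline, standard error 0.080, edgeR's adjusted p = 1.1e-05, n = 5 each) and in *Has2* +/--OVA lungs (−0.47, standard error 0.080, edgeR's adjusted p = 1.4e-04). *Fzd4*, which encodes a Frizzled receptor, fell by 0.84 (standard error 0.14, edgeR's adjusted p = 7.3e-05) and by 0.97 on the log2 scale (standard error 0.14, edgeR's adjusted p = 1.8e-05). The planar cell polarity gene *Prickle2* fell by 0.59 and by 0.57. *Sfrp1*, which encodes a secreted Wnt inhibitor, rose by 0.92 (standard error 0.15, edgeR's adjusted p = 9.4e-05), a call lost with a clock component as a covariate (0.73), and by 0.82 (standard error 0.15, edgeR's adjusted p = 3.3e-04). Of 49 genes of Wnt/β-catenin and planar cell polarity signaling, 2 were called higher and 15 lower in WT-OVA lungs (2 and 19 when adjusted over the list alone), and 2 higher and 12 lower in *Has2* +/--OVA lungs (2 and 13 when adjusted over the list alone). camera called the list lower in WT-OVA lungs (adjusted p = 7.4e-04, and 0.21 with an estimated correlation) and in *Has2* +/--OVA lungs (adjusted p = 1.7e-04, and 0.18 with an estimated correlation).

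Of the 49 genes 8 were among the 762 WT-OVA unique genes, where 2.58 are to be had by chance (one-sided Fisher's exact test, adjusted p = 0.056), and 5 among the 551 *Has2* +/--OVA unique genes, where 1.86 are (adjusted p = 0.24). All of these were lower. Between *Has2* +/--OVA and WT-OVA lungs edgeR called 0 of the 49 genes, 0 passed when adjusted over the list alone, and camera gave an adjusted p = 0.70. *Lef1* (log2 fold change 0.73), *Wnt9a* (0.45) and *Vangl2* (0.34) had the smallest p there, none of which passed. The interaction of genotype and OVA was not called for the list (adjusted p = 0.35).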

EIF2 signaling is known as one of the major ER stress responses. A comparison of DEGs revealed that not only EIF2 signaling-related genes in WT-OVA mice but also significant changes of heat shock protein (Hsp)-related genes, such as *Hspa1a* (Hsp70) and *Dnajb1* (Hsp40), were found in the genes of *Has2* ^+/−^-OVA mice (**Figure 4E**). 

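In *Has2* +/--OVA lungs *Hspa1a* fell from 48.1 ± 30.5 CPM in WT-saline lungs (SD, n = 5 each), a log2 fold change of −3.74 (standard error 0.64, edgeR's adjusted p = 1.4e-04). *Dnajb1* fell as well, from 127 ± 42.3 CPM (log2 fold change −1.55, standard error 0.25, edgeR's adjusted p = 6.9e-05). Neither passed in WT-OVA lungs, where the log2 fold changes were −0.47 (standard error 0.50, edgeR's adjusted p = 0.50) and −0.26 (standard error 0.23, edgeR's adjusted p = 0.42). The small heat shock protein gene *Cryab* fell in both, by 0.92 on the log2 scale in WT-OVA (edgeR's adjusted p = 1.1e-06) and by 0.93 in *Has2* +/--OVA lungs (edgeR's adjusted p = 1.1e-06). *Dnajb4* fell by 0.82 and by 1.03. Of 27 genes induced by the heat shock factor HSF1, 10 were called lower and 0 higher in *Has2* +/--OVA lungs (11 lower when adjusted over the list alone), and 3 lower and 0 higher in WT-OVA lungs (2 lower when adjusted over the list alone). camera called the list lower in *Has2* +/--OVA lungs (adjusted p = 1.0e-05, and 0.42 with an estimated correlation) and in WT-OVA lungs (adjusted p = 0.017, and 0.64 with an estimated correlation). Among the *Has2* +/--OVA unique genes were 7 of the 27, all lower, where chance gives 1.03 (one-sided Fisher's exact test, adjusted p = 7.6e-04), and among the WT-OVA unique genes 0, where chance gives 1.42. Here too the test takes genes as independent, so its p-value can be too small.

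Between the OVA groups 19 of the 27 genes had a negative log2 fold change, with a median of −0.17 and with *Bag3* (−0.76) and *Hspa1b* (−2.57) beside *Hspa1a* and *Dnajb1* in front. edgeR called 0, 5 were lower when adjusted over the list alone, and camera called the list lower (adjusted p = 2.1e-06, and 0.44 with an estimated correlation). In *Has2* +/--saline lungs *Hspa1a* stood at 13.0 ± 4.41 CPM and *Dnajb1* at 80.4 ± 13.7 CPM (n = 4), log2 fold changes of −1.89 (standard error 0.58, edgeR's adjusted p = 0.57) and −0.65 (standard error 0.25, edgeR's adjusted p = 0.66) against WT-saline that did not pass. Of the 27 genes 25 were negative there, edgeR called 0, 0 passed when adjusted over the list alone, and camera called the list lower (adjusted p = 1.1e-05, and 0.52 with an estimated correlation). The OVA effect was not called as different between the genotypes, with an interaction of −1.38 for *Hspa1a* (standard error 0.89, edgeR's adjusted p = 1), −0.64 for *Dnajb1* (standard error 0.35, edgeR's adjusted p = 1) and an adjusted p = 0.70 for the list.

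*Herpud1* rose in WT-OVA lungs (log2 fold change 0.50, standard error 0.13, edgeR's adjusted p = 6.0e-03) and did not pass in *Has2* +/--OVA lungs (−0.28, standard error 0.13, edgeR's adjusted p = 0.12). Its call in WT-OVA lungs was lost without WT-saline libraries 1, 2 or 5 or WT-OVA libraries 11, 12 or 13, each left out alone (adjusted p from 0.0104 to 0.0254), as well as without libraries 12 and 13 (0.33) and with a clock component as a covariate (0.44). *Pmvk* fell in *Has2* +/--OVA lungs (−0.74, standard error 0.13, edgeR's adjusted p = 2.3e-04) and stood at 0.01 (standard error 0.13) in WT-OVA lungs. With that covariate the calls of *Pmvk* (−0.71) and *Hspa1a* (−3.39) in *Has2* +/--OVA lungs were lost too. Of 14 genes of the ER stress response marked in Figure 4E, 4 were called higher and 1 lower in WT-OVA lungs (5 and 1 when adjusted over the list alone) and 3 higher and 2 lower in *Has2* +/--OVA lungs (4 and 2), among them *Xbp1* (0.90 and 0.87) and *Ern2* (3.67 and 3.46) in both. Between the OVA groups edgeR called 0 of the 14 and camera called the list lower (adjusted p = 1.6e-03, and 0.18 with an estimated correlation). The study chose that list on these libraries, so the counts are not independent evidence. The paper's PCR found *Hspa1a*, *Dnajb1* and *Herpud1* lower in *Has2* +/--OVA than in WT-OVA lungs. The paper draws on the heat shock and ER stress genes, the EIF2 pathway and published work on ER stress and IL-17. It proposes that impairment of the ER stress response might be implicated in asthma with *Has2* dysfunction.

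**Figure D4:**
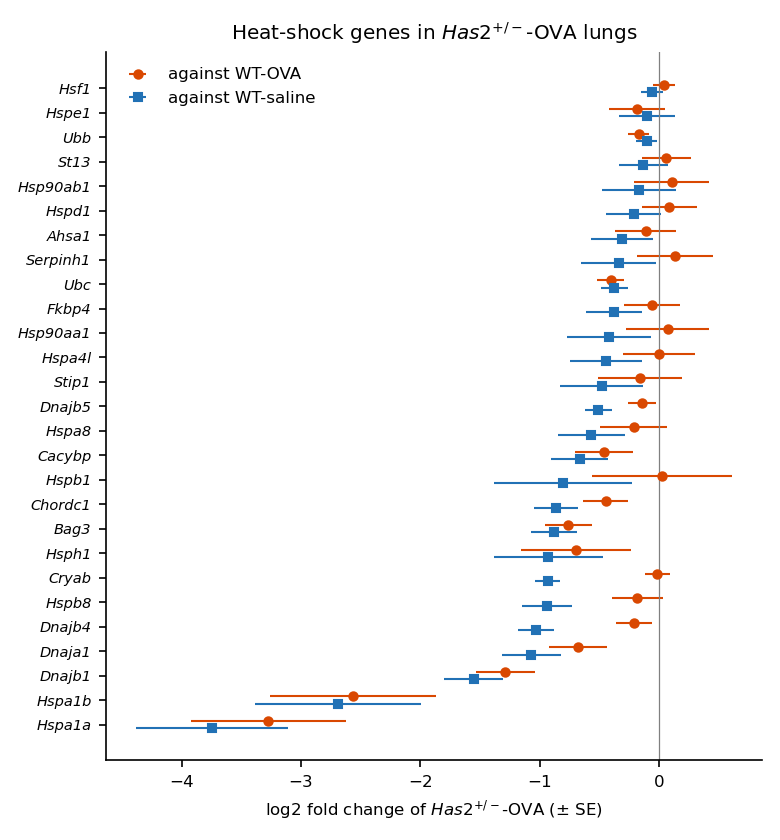
Log2 fold change of each of the 27 genes of the heat shock list in *Has2* +/--OVA lungs against WT-OVA and against WT-saline lungs, with 1 point per gene and comparison and bars for the standard error. *Hspa1a* stands at −3.27 against WT-OVA and at −3.74 against WT-saline lungs.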

To account for the striking cytokine changes in the lungs between WT-OVA and *Has2* ^+/−^-OVA, CIBERSORT analysis was performed. In this analysis, % Treg cell was significantly decreased in *Has2* ^+/−^-OVA mice (**Figure 5A**). Conversely, we observed an increasing trend of %Th17 population in *Has2* ^+/−^-OVA mice (**Figure 5A**). Thus, the Treg/Th17 ratio significantly decreased in *Has2* ^+/−^-OVA mice after repeated allergen challenges (**Figure 5B**). These results indicate that Th17 bias occurs in *Has2* ^+/−^-OVA under these conditions. Furthermore, quantitative reverse transcription-polymerase chain reaction was performed to confirm these DEG changes. 

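*Foxp3*, which encodes the lineage factor of regulatory T cells, was counted at 7 to 16 reads in *Has2* +/--OVA and at 5 to 16 reads in WT-OVA libraries. The means were 2.25 ± 0.610 and 1.94 ± 0.788 CPM (SD, n = 5 each, exact permutation test, two-sided p = 0.484). *Capg* had a log2 fold change of −0.29 between these groups (standard error 0.16, edgeR's adjusted p = 0.67), and *Il2rb*, which encodes a subunit of the IL-2 receptor, −0.28 (standard error 0.14, edgeR's adjusted p = 0.65). Of 19 regulatory T cell marker genes, 14 had a negative log2 fold change in *Has2* +/--OVA lungs, with a median of −0.13. edgeR called 0 of them, 0 passed when adjusted over the list alone, and camera did not call the list (adjusted p = 0.099, and 0.54 with an estimated correlation), while it passed without WT-OVA library 14 (adjusted p = 0.0494) and without *Has2* +/--OVA library 16 (adjusted p = 0.0365, with a range over the 19 libraries of 0.0365 to 0.216). The mean log2 CPM over the list was 3.82 ± 0.115 in *Has2* +/--OVA and 3.93 ± 0.104 in WT-OVA lungs, a difference of −0.11 (exact permutation test, two-sided p = 0.119).

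Against WT-saline, 3 of the 19 genes were called higher and 2 lower in WT-OVA lungs, and 3 higher and 3 lower in *Has2* +/--OVA lungs, with the same numbers when adjusted over the list alone. *Tigit* rose by 2.28 on the log2 scale in WT-OVA lungs and by 2.28 in *Has2* +/--OVA lungs, and *Lrrc32* fell (−0.61 and −0.75). In saline-treated lungs camera called the list lower in *Has2* +/- than in WT mice (adjusted p = 0.0037, and 0.39 with an estimated correlation), with 0 genes called by edgeR and 1 lower when adjusted over the list alone, and the interaction of genotype and OVA was not called (adjusted p = 0.39). *Il2rb* is also on the list of cytotoxic lymphocytes, which camera called lower in the same comparison. *Itgae* is also on the dendritic cell list and *Icos* on that of T cells in general. In whole lung the list thus does not measure regulatory T cells alone. The fractions of cell types that CIBERSORT estimates from a signature matrix are a different measure, which was not computed here because the matrix was not at hand.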

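*Il17a* was counted at 1 or 2 reads in each *Has2* +/--OVA library and at 2, 2, 0, 0 and 1 reads in the WT-OVA libraries, or 0.212 ± 0.0967 and 0.195 ± 0.1997 CPM (SD, n = 5 each, exact permutation test, two-sided p = 0.968). Of 21 Th17 marker genes, 11 had a positive and 10 a negative log2 fold change in *Has2* +/--OVA against WT-OVA lungs, with a median of 0.03. The receptor gene *Il17rb* (0.41, standard error 0.17, edgeR's adjusted p = 0.57) and *Ahr* (0.22, standard error 0.11, edgeR's adjusted p = 0.65) had the smallest p. edgeR called 0 of the 21, 0 passed when adjusted over the list alone, and camera gave an adjusted p = 0.94 (0.99 with an estimated correlation). The direction of the list turned without WT-OVA libraries 12 or 14 or *Has2* +/--OVA library 15, each left out alone (adjusted p = 0.781, 0.594 and 0.770), and in no case was it called, with a range over the 19 libraries of 0.417 to 0.993. The mean log2 CPM over the list was 4.83 ± 0.094 in *Has2* +/--OVA and 4.80 ± 0.226 in WT-OVA lungs, a difference of 0.03 (exact permutation test, two-sided p = 0.778).

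Against WT-saline, 7 of the genes were called higher and 2 lower in WT-OVA lungs and as many in *Has2* +/--OVA lungs (7 and 2 in each when adjusted over the list alone). *Irf4* rose by 2.86 and 2.63 on the log2 scale, *Ccr6* by 1.23 and 1.46, and *Rora* fell by 0.79 and 0.70. camera called the list higher in WT-OVA lungs (adjusted p = 0.045, and 0.32 with an estimated correlation) and in *Has2* +/--OVA lungs (adjusted p = 0.028, and 0.32 with an estimated correlation). *Irf4* is also a plasma cell gene, and the plasma cell list holds it too. *Lcn2* is on the neutrophil list as well, so the Th17 list does not measure Th17 cells alone.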

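The mean log2 CPM of the 19 regulatory T cell genes less that of the 21 Th17 genes was −1.01 ± 0.138 in *Has2* +/--OVA and −0.87 ± 0.138 in WT-OVA lungs (SD, n = 5 each). The difference of −0.15 on the log2 scale did not pass (exact permutation test, two-sided p = 0.159, where 5 mice against 5 allow 0.00794 at the smallest). Against WT-saline lungs, the difference of the lists moved by 0.06 in WT-OVA lungs (exact permutation test, two-sided p = 0.421). Both lists share genes with lists of other cells, so their difference is no ratio of cell numbers.

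**Figure D5:**
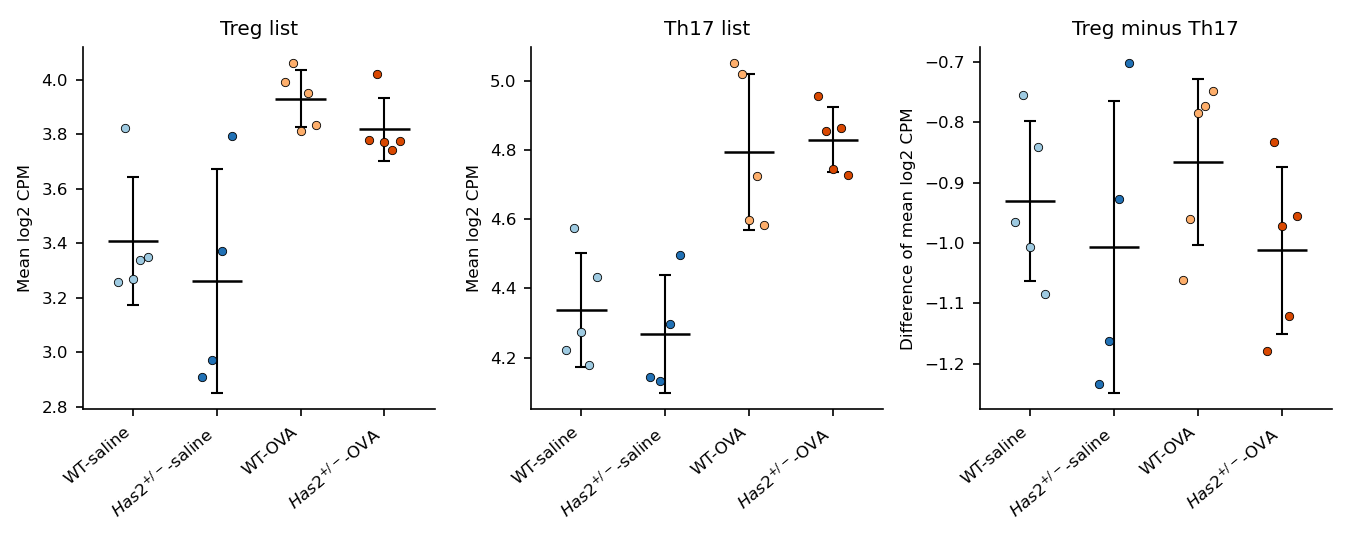
Mean log2 CPM over the regulatory T cell list, over the Th17 list and their difference in each library, with 1 point per mouse and a line and bar for each group's mean and SD. The difference is −1.01 in *Has2* +/--OVA and −0.87 in WT-OVA lungs.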

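*Trbc2*, which encodes a constant segment of the T cell receptor, had a log2 fold change of 0.84 in *Has2* +/--OVA against WT-OVA lungs (standard error 0.31, edgeR's adjusted p = 0.52, n = 5 each). *Themis* (0.77), *Tcf7* (0.54) and *Thy1* (0.54) pointed the same way. Of 27 genes of T cells in general 24 had a positive log2 fold change, with a median of 0.35. edgeR called 0 of them, 0 passed when adjusted over the list alone, and camera called the list higher (adjusted p = 1.3e-03, and 0.58 with an estimated correlation). The call rests on *Has2* +/--OVA library 18, without which the adjusted p was 0.830, and was also lost without libraries 12 and 13. That library had the highest mean log2 CPM of the OVA lungs over thymus and lymph node genes (4.67, others 3.56 to 4.35) and over skeletal muscle genes (3.52, others 1.22 to 1.59). By mouse, the mean log2 CPM over the list differed by 0.21 (exact permutation test, two-sided p = 0.468). The interaction of genotype and OVA was positive for 25 of the genes, and camera called it higher (adjusted p = 0.0021, and 0.81 with an estimated correlation).

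Of the type 2 response, *Arg1* had a log2 fold change of −1.30 (standard error 0.33, edgeR's adjusted p = 0.31), *Chil4* −0.97 (standard error 0.29, edgeR's adjusted p = 0.39) and *Cish* −0.47. Of 29 such genes 21 had a negative log2 fold change, 0 were called by edgeR, 0 passed when adjusted over the list alone, and camera called the list lower (adjusted p = 3.4e-05, and 0.13 with an estimated correlation). All 10 eosinophil genes had a negative log2 fold change, among them *Cebpe* (−1.58, standard error 0.41, edgeR's adjusted p = 0.31) and *Prg2* (−1.24, standard error 0.48, edgeR's adjusted p = 0.54). edgeR called 0 of these, 1 was lower when adjusted over the list alone, and camera called the list lower (adjusted p = 4.4e-05, and 0.10 with an estimated correlation). *Prg2* was counted at 6 to 14 reads in *Has2* +/--OVA and at 6 to 39 reads in WT-OVA libraries. The paper counted more eosinophils in lavage fluid of *Has2* +/--OVA than of WT-OVA mice, a measure of airway cells and not of lung RNA.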

*Hspa1a*, *Dnajb1*, and *Herpud1* mRNA expression levels were significantly lower in the lungs of *Has2* ^+/−^-OVA mice (**Figure 5C**). However, gene expression of *Eif2ak3* and *Atf4*, known to be important in the EIF2 signaling pathway, was not significantly different between the two groups.

**Figure 4:**
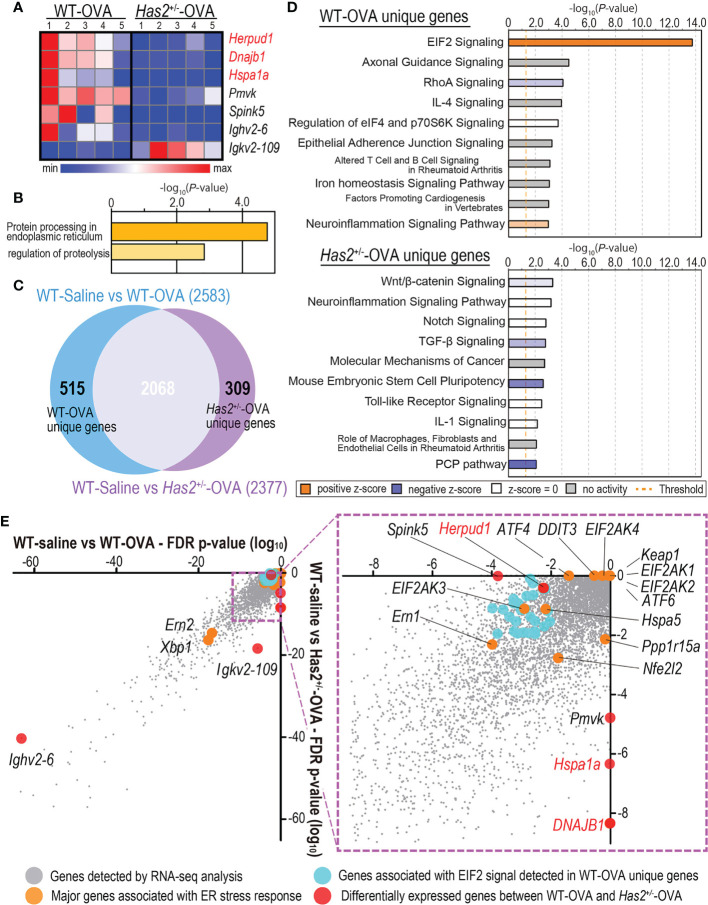
DEG analysis between the lungs from WT-saline, WT-OVA, and *Has2* ^+/−^-OVA mice. **(A)** Heatmap of DEGs between the lungs of WT-OVA and *Has2* ^+/−^-OVA mice (*n* = 5, cutoff: adjusted *P* < 0.01; log_2_ fold change > 1.2). Hierarchical clustering was performed based on the mean log_2_ fold change. Gene symbols in red are associated with endoplasmic reticulum stress response. **(B)** Significant biological process terms detected by GO analysis from WT-OVA and *Has2* ^+/−^-OVA mice. **(C)** Identification of the unique DEGs between WT-saline vs. WT-OVA and WT-saline vs. *Has2* ^+/−^-OVA using the Venn diagram. **(D)** Top 10 significant terms detected by pathway analysis in WT-OVA unique (upper panel) and *Has2* ^+/−^-OVA unique genes (lower panel). **(E)** DEG *P*-value correlation plot between WT-saline vs. WT-OVA and WT-saline vs. *Has2* ^+/−^-OVA. DEGs, differentially expressed genes.

**Figure 5:**
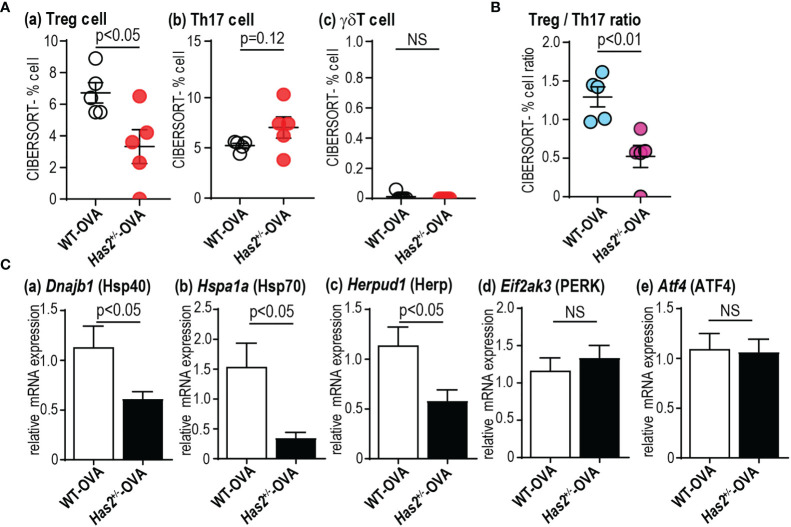
*Has2* attenuation induces Th17/Treg imbalance and attenuation of ER stress response-related molecules. Semiquantitative evaluation of immune cell infiltrates **(A)** and Treg/Th17 ratio **(B)** after the OVA stimulation as determined by CIBERSORT analysis on whole-lung RNA-seq data (*n* = 5). **(C)** Levels of mRNA transcripts encoding *Dnajb1*, *Hspa1a*, *Herpud1*, *Eif2ak3*, and *Atf4* (*n* = 9–10). All samples are obtained 24 h after the final challenge with OVA. Statistical significance was determined using the Mann–Whitney *U* test. Horizontal bars indicate direct statistical comparisons between WT and *Has2* ^+/−^ mice. NS, not significant.

### *Has2* Attenuation Induces Steroid Resistance but Anti-IL-17A Ab Effective Intractable Airway Inflammation

Increased IL-17A level is known to mediate the development of neutrophilic airway inflammation *via* corticosteroid resistance. To clarify the effects of *Has2* attenuation on steroid-resistant phenotype in *Has2* ^+/−^ mice, Dexa was administered to both WT-OVA and *Has2* ^+/−^-OVA mice (**Figure 6A**). The number of total cells and macrophages in BALF decreased in both Dexa-treated WT-OVA (WT-OVA-Dexa) and *Has2* ^+/−^-OVA (*Has2* ^+/−^-OVA-Dexa) mice as compared with Dexa-untreated mice (**Figure 6B**). However, a significant increase in the number of neutrophils remained in BALF of *Has2* ^+/−^-OVA-Dexa mice than that of WT-OVA-Dexa mice (**Figure 6B**). These results indicate that *Has2* attenuation induces a steroid-insensitive airway inflammation phenotype. To confirm whether increased IL-17 level induces steroid resistance in phenotypes of *Has2* ^+/−^-OVA-Dexa mice, anti-IL-17A-neutralizing antibodies were administered to both WT-OVA-Dexa and *Has2* ^+/−^-OVA-Dexa mice (**Figure 6A**). Treatment with anti-IL-17A significantly attenuated macrophages and neutrophil counts in the lungs of *Has2* ^+/−^-OVA-Dexa mice than those of isotype control Ab-treated *Has2* ^+/−^-OVA-Dexa mice (**Figure 6C**). Conversely, anti-IL-17A treatment did not demonstrate an additional attenuation of neutrophil counts in the lungs of WT-OVA-Dexa mice than that of isotype control Ab-treated WT-OVA-Dexa mice (**Figure 6C**). Collectively, these results indicate that IL-17 is required to drive steroid resistance intractable to asthma development in *Has2* ^+/−^ mice.

**Figure 6:**
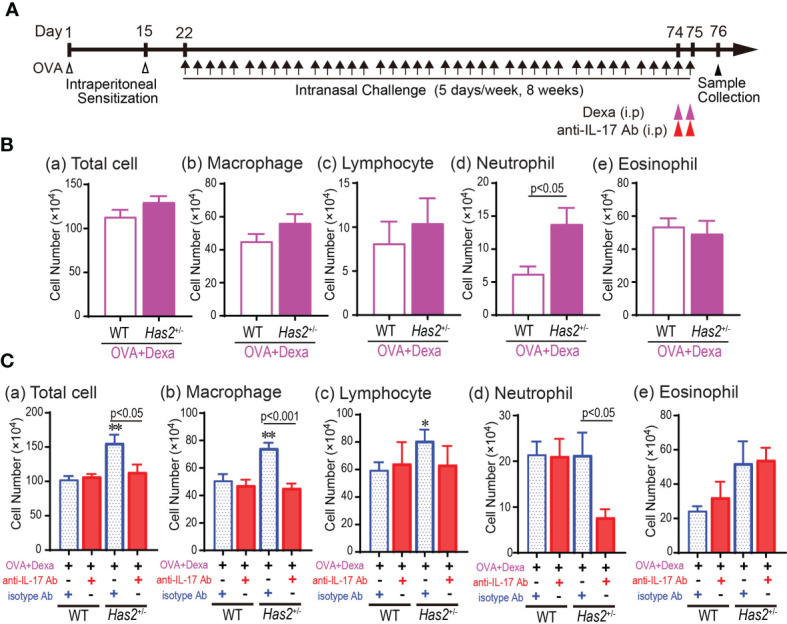
Combined treatment with dexamethasone and anti-IL-17A Ab is effective for steroid-insensitive airway inflammation in *Has2* ^+/−^ mice. **(A)** Schematic illustration of the experimental design for steroid insensitivity and neutralization experiment. **(B)** BALF cytology of each indicated cell type after the dexamethasone treatment from WT-OVA mice and *Has2* ^+/−^-OVA mice (*n* = 8–11). **(C)** BALF cytology of each indicated cell type after a combined treatment with dexamethasone and anti-IL-17A Ab from WT-OVA and *Has2* ^+/−^-OVA mice (*n* = 7–11). All samples are obtained 24 h after the final challenge with OVA. Statistical significance was determined using the Mann–Whitney *U* test. *P < 0.05 and **P < 0.01 relative to WT-OVA-Dexa mice. Horizontal bars indicate direct statistical comparisons between WT-OVA and *Has2* ^+/−^-OVA mice. Dexa, dexamethasone; i.p., intraperitoneal injection; NS, not significant.

## Discussion

This study found several novel findings. First, the results confirm and extend the findings of Yatagai et al. by showing insufficient mRNA expression of *Has2* in the lungs of *Has2* ^+/−^ mice (**Figure 1B**) and decreased HMW-HA in *Has2* ^+/−^ mice lung after chronic OVA stimulation (**Figure 1C**) (3). Although our previous study on acute OVA stimulation reported a significant decrease of *Has2* mRNA level in the lungs of *Has2* ^+/−^ mice, HMW-HA levels were increased in both WT and *Has2* ^+/−^ mice that might be affected by *Has1* at the early phase of OVA stimulation (5, 18, 19). In this study, a significant attenuation of both *Has2* mRNA expression and HMW-HA levels was observed in the lungs of *Has2^+/−^* mice after a chronic OVA stimulation. This finding was consistent with our hypothesis that *Has2* heterozygous deficiency results in the attenuation of Has2 expression and HMW-HA, which have anti-inflammatory activity, during chronic eosinophilic airway inflammation. CD44 and TLR4 are known as HA-binding proteins, and a decrease of CD44 downregulates TGF-β (16, 20–22). As we previously found, a significant downregulation of *Cd44*, *Tlr4*, and *Tgfb1* mRNA levels was also observed in the lungs of *Has2* ^+/−^-OVA mice (**Figure 1D**) (5). Furthermore, we found a significant decrease of lung TGF-β levels in *Has2* ^+/−^-OVA mice (**Figure 1E**). Collectively, our results suggest that *Has2* gene abnormalities cause downregulation of *Has2* mRNA expression, HMW-HA, and HA-binding protein levels during chronic eosinophilic airway inflammation. Thus, these *Has2* genetic abnormalities impair hyaluronic-acid-induced homeostasis in the asthmatic mouse airway.

Second, this study firstly demonstrated that attenuation of *Has2* mRNA affects the severity of pulmonary eosinophilic inflammation and distinctive phenotype airway remodeling using *Has2^+/−^* mice. *Has2^+/−^* mice showed an increased number of BALF eosinophils after an OVA stimulation (**Figure 1G**). Severe goblet cell hyperplasia was also observed in *Has2^+/−^*-OVA mice (**Figure 2A**). However, no changes in subepithelial fibrosis, airway smooth muscle hypertrophy, and AHR were observed (**Figures 2B**–**D**). In the cytokine and chemokine analyses, not only a significant decrease of TGF-β levels in the *Has2* ^+/−^-OVA mice lung but also increased IL-17 levels were observed (**Figure 3A**). However, no significant increases were observed in Th2-type cytokines and airway epithelium-related cytokine levels in the lung homogenates nor in serum OVA-specific immunoglobulin levels in *Has2^+/−^*-OVA mice (**Figure 3** and **Supplemental Figures 2**–**4**). IL-17 is known to enhance airway eosinophilia, AHR, and mucus hypersecretion (23–25). Furthermore, TGF-β has a protective role for airway inflammation and AHR (26, 27), but worsens the airway fibrosis and airway muscle hyperplasia (28). Collectively, these results suggested that *Has2* attenuation induced distinctive phenotype of OVA-induced airway remodeling by mediating IL-17 and TGF-β signaling.

RNA-seq analysis provided further pathophysiological insights into enhanced eosinophilic airway inflammation when *Has2* expression was attenuated. Although only seven DEGs were identified between WT-OVA and *Has2* ^+/−^-OVA mice, *Dnajb1*, *Hspa1a*, and *Herpud1* were related to the ER stress response and Hsp (**Figures 4A, E**). Pathway analysis revealed that “EIF2 signaling” was the most significant activated pathway in WT-OVA unique genes, whereas “TGF-β signaling” was significantly inhibited in *Has2* ^+/−^-OVA unique genes (**Figure 4D**). EIF2 signaling is one of the major ER stress sensor pathways associated with unfolded protein response (UPR). A previous study reported that EIF2 signaling was downregulated in patients with childhood asthma (29). Moreover, pathways associated with ER stress and UPR play a role in modulating inflammatory and immune responses in the development of severe asthma (30). Furthermore, administration of the ER stress inhibitor decreased the IL-17 expression (31). These results suggest that impaired ER stress response might be implicated in *Has2*-dysfunction-induced asthma. Interestingly, in CIBERSORT analysis, Th17/Treg balance was significantly Th17 biased in *Has2* ^+/−^-OVA mice than that in WT-OVA mice (**Figures 5A, B**). A recent study revealed that TGF-β regulates iTreg and Th17 cell differentiation by both Smad3- and TAK1-dependent pathways in OVA-induced airway inflammation (32). Conversely, evidence suggests the involvement of Hsp, including Hsp70, in the development of psoriasis, characterized by impaired immunological cell function with altered Th17/Treg balance, autoreactive T cells, and dysregulation of keratinocyte proliferation (33, 34). Furthermore, *Dnajb1* controls the substrate targeting HSP70 (35), and *Dnajb1* overexpression downregulates Th17 differentiation in mouse spleen lymphocytes (36). In this study, we found a significant decrease of TGF-β, *Hspa1a*, and *Dnajb1* mRNA expressions in the lungs of *Has2* ^+/−^-OVA mice (**Figure 5C**). These decreases may induce the development of a Th17-dominant phenotype.

Although the role of IL-17 in asthma is unclear, IL-17 is thought to be related to asthma severity (37, 38), exacerbations (39, 40), and steroid insensitivity (6–8, 37, 41), particularly in neutrophilic asthma (6). In our previous acute OVA-induced eosinophilic airway model, we also observed more severe lung neutrophilia with IL-17A signaling modification in OVA-stimulated *Has2^+^* ^/−^ mice (5). However, both neutrophils were similarly elevated in this study. The most likely reason was that both groups were saturated with neutrophil-inducing stimuli due to the daily stimulation of OVA. The present study revealed that OVA-induced airway inflammation in *Has2* ^+/−^-OVA mice was resistant to steroid treatment (**Figure 6B**). Notably, this refractory airway inflammation was relieved by combined therapy with steroid and anti-IL-17A antibodies (**Figure 6C**). Recent literature reported that combined administration of anti-IL-17A Ab and corticosteroid significantly attenuated steroid-insensitive airway inflammation, AHR, and body weight loss (42). Furthermore, Pathinayake et al. reported that heightened ER stress is associated with severe eosinophilic and neutrophilic inflammation in asthma and ER stress genes displayed a significant correlation with classic Th2 genes and Th17 (IL-17F/CXCL1) genes (43). These results indicate that both anti-IL-17A and anti-IL-17F antibodies are potential candidates for the treatment of refractory asthma with ER stress response abnormalities. The reason for the neutrophil increase in WT-OVA mice treated with steroid and isotype control Ab (Rat IgG1, κ) is unknown but could be due to induced non-specific inflammation by the isotype Ab itself.

Several potential shortcomings of the current work should be addressed. For instance, the airway glycan ligand that acts on CD44 or ER stress response may be reduced in *Has2^+/−^* mice. However, this reduction has not been confirmed. The deletion of *Has2* might affect these mice in other ways. Future experiments are needed, for example, to determine whether the *Has2* genetic deletion directly affects inflammatory cells and whether the supply of HAS2 enzyme, HMW-HA, and Hsp into the airway abrogates the lung eosinophilia. Moreover, the evaluation of ER stress and Hsp responses in each tissue and cell was insufficient; therefore, detailed tissue- or cell-specific examination, such as single-cell RNA-seq analysis, will be needed. In addition, to clarify the efficacy of treatment, it is necessary to study the effect of anti-IL-17A antibody alone, but this has not been done.

Nevertheless, the fact that *Has2^+/−^* mice have more severe airway remodeling, steroid insensitivity, and fewer HMW-HA in their airways strongly suggests that reduced levels of *Has2* impair extracellular matrix homeostasis for controlling chronic airway eosinophilia. Furthermore, disorders associated with reduced HAS2 function in the lungs might manifest intractable airway inflammation and remodeling with the Th17 bias. These data also support the notion that HAS2 and HMW-HA are important for controlling steroid-resistant eosinophilic airway inflammation and remodeling and could potentially be exploited for therapeutic benefits.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE181966.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Review Board of the University of Tsukuba.

## Author Contributions

MS, TK, MM, YI, and NH conceived, designed, and performed the experiments. MS, MM, and TK analyzed the data. MS, YT, KYa, KYo, MN, YMa, and YMo contributed the reagents, materials, and/or analysis tools. MS and TK wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported in part by grants-in-aid from the Ministry of Education, Culture, Sports, Science, and Technology of Japan (18K08139 and 21K08150 to TK) and the Basic Research Support Program from Japanese Society of Allergology (to TK).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Has2 Regulates the Development of Ovalbumin-Induced Airway Remodeling and Steroid Insensitivity in Mice
**Source:** Front Immunol. 2022 Jan 7;12:770305. doi: 10.3389/fimmu.2021.770305
**Supplement:** Supplementary file 1

Supplementary Material

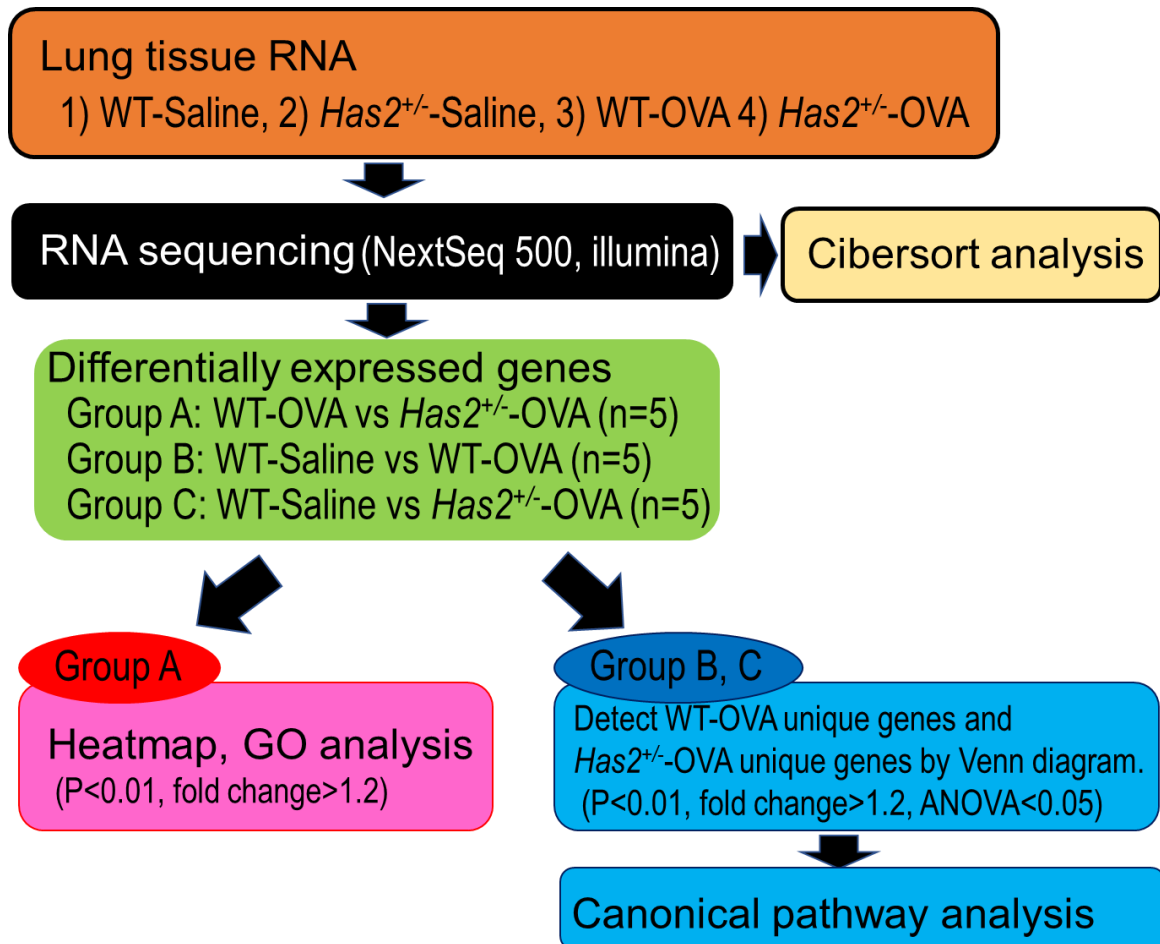

Supplementary figure 1. Schematic workflow for the analysis of gene lists generated from the transcriptome profiling experiments. Gene lists represent gene products significantly upregulated and downregulated in the lungs under the following three conditions: (group A) WT-OVA mice compared with *Has2*^{+/-}-OVA mice, (group B) WT-saline mice compared with WT-OVA mice, and (group C) WT-saline mice compared with *Has2*^{+/-}-OVA mice. Lists of DEGs were prepared and analyzed by following software: Cibersort (<https://cibersort.stanford.edu/>), Morpheus (<https://software.broadinstitute.org/morpheus/>), Metascape (<http://metascape.org>), and ingenuity pathways analysis (IPA) software. GO, gene ontology.

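Against WT-saline lungs, the immunoglobulin heavy chain gene *Ighg1* rose from 24.3 ± 22.7 CPM to 10459.7 ± 2687 CPM in WT-OVA lungs (SD, n = 5 each, log2 fold change 8.76, standard error 0.77, edgeR's adjusted p = 4.5e-08). In *Has2* +/--OVA lungs its log2 fold change was 8.63 (standard error 0.77, edgeR's adjusted p = 6.2e-08). The macrophage elastase gene *Mmp12* rose by 7.16 (standard error 0.41, edgeR's adjusted p = 1.6e-10) and by 6.66 (standard error 0.40, edgeR's adjusted p = 4.1e-10), and *Gpnmb*, a gene of lipid-laden macrophages, by 6.71 (standard error 0.47) and 6.05 (standard error 0.46). The serotonin receptor gene *Htr2c* fell (−3.52 and −3.66), as did *Vstm2a* (−2.74 and −2.35) and the carboxylesterase gene *Ces1g* (−2.63 and −2.18).

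edgeR called 3175 genes between WT-OVA and WT-saline lungs, 1733 higher and 1442 lower, and 2964 between *Has2* +/--OVA and WT-saline lungs, 1578 higher and 1386 lower. In 2832 and 2608 of them every library of one group lay above every library of the other. These genes were called on the same libraries, so the chance rate of 0.794% of genes with 5 mice against 5 does not apply to them. Of 174 immunoglobulin and T cell receptor segments tested, 161 were higher in WT-OVA lungs and 161 in *Has2* +/--OVA lungs, and their reads can be shared between near-identical segments. DESeq2 called 3403 and 3228 genes, and the authors' p-values readjusted over the same genes 3414 and 3240. An F test over the WT-saline, WT-OVA and *Has2* +/--OVA groups at p under 0.05 removed 0 of edgeR's 3175 and 2964 genes. It stood in for the further filter of the supplementary figure. A gene called between a pair of these groups nearly always passes it, so it cannot show what that filter removes. The authors' deposited test over all 4 groups, at the same p, kept 2928 of their 2977 and 2735 of their 2781 genes.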

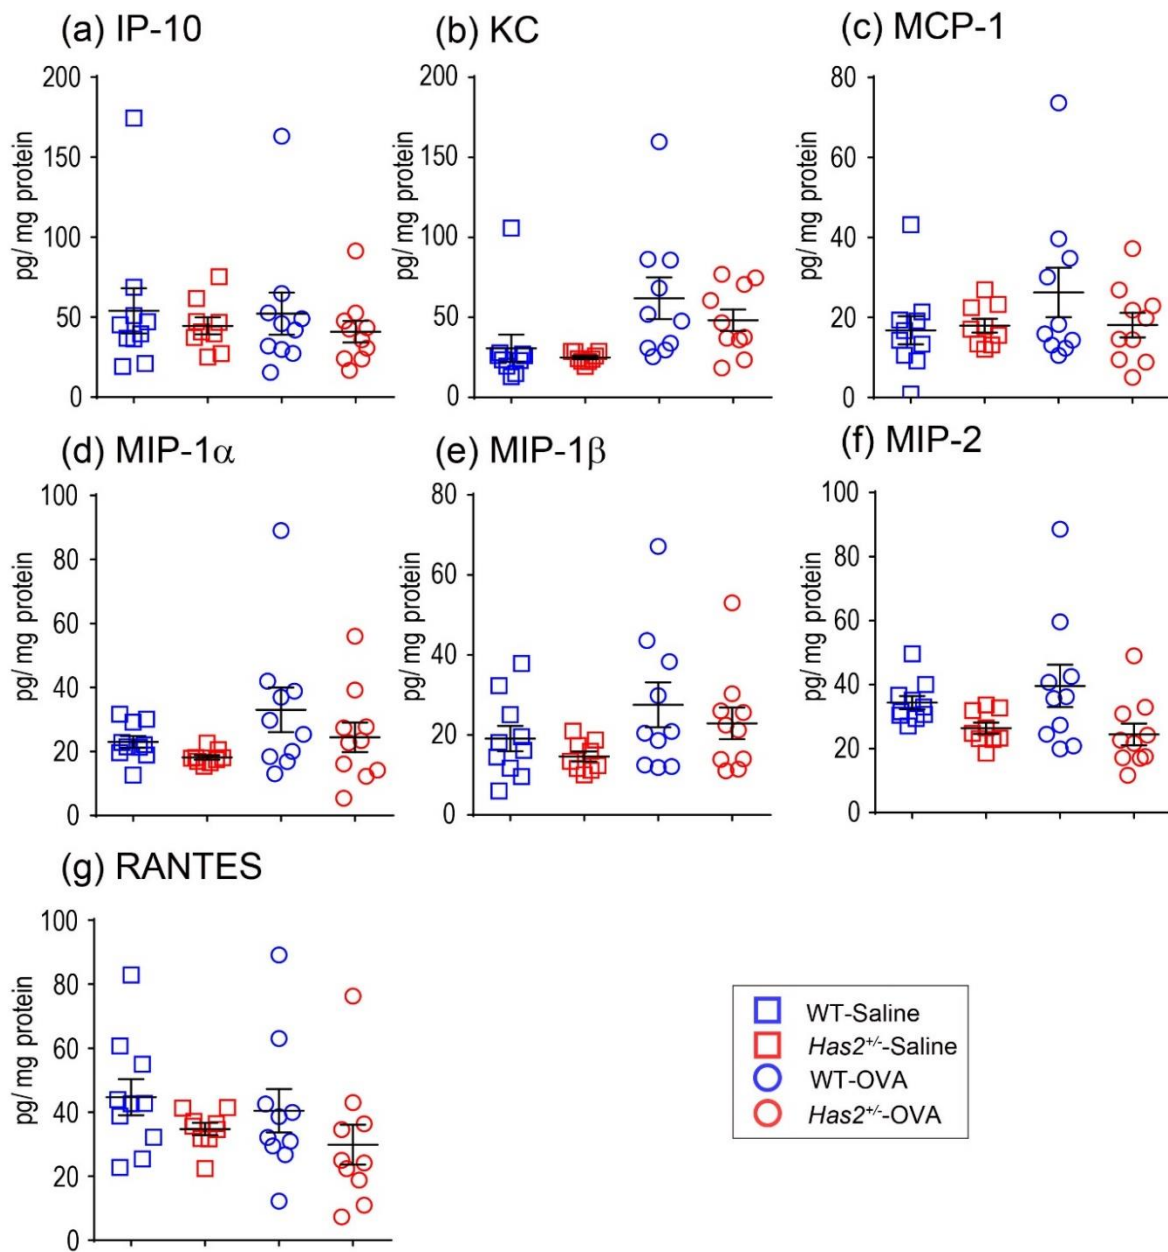

Supplementary figure 2. Effect of *Has2* attenuation on the inflammatory chemokine levels in lung homogenate. Protein adjusted levels of inflammatory chemokines in lung homogenates (n = 9–10). All samples are obtained 24 h after the final challenge with saline or OVA. Statistical significance was determined using Tukey's multiple comparison test.

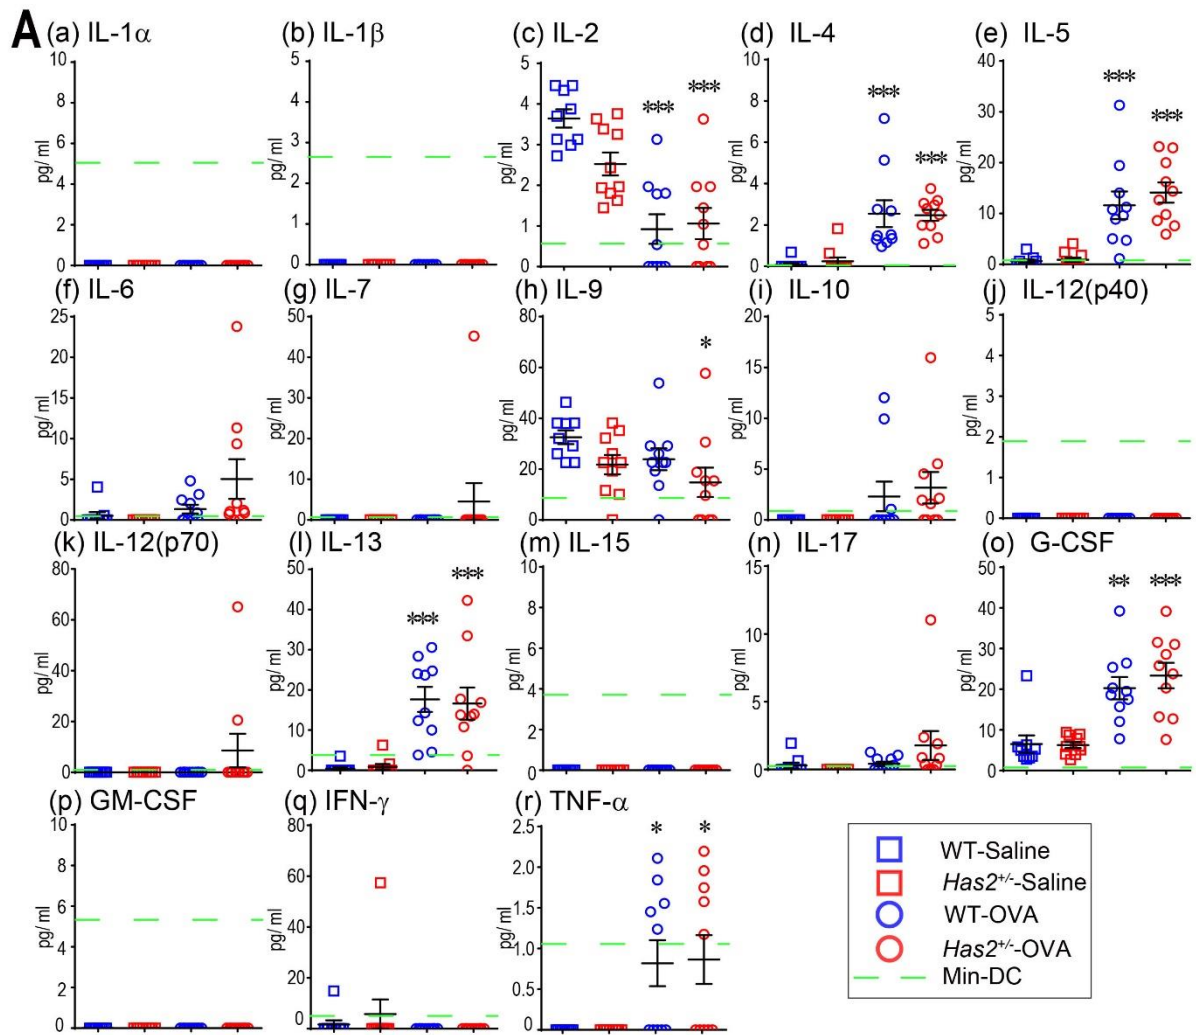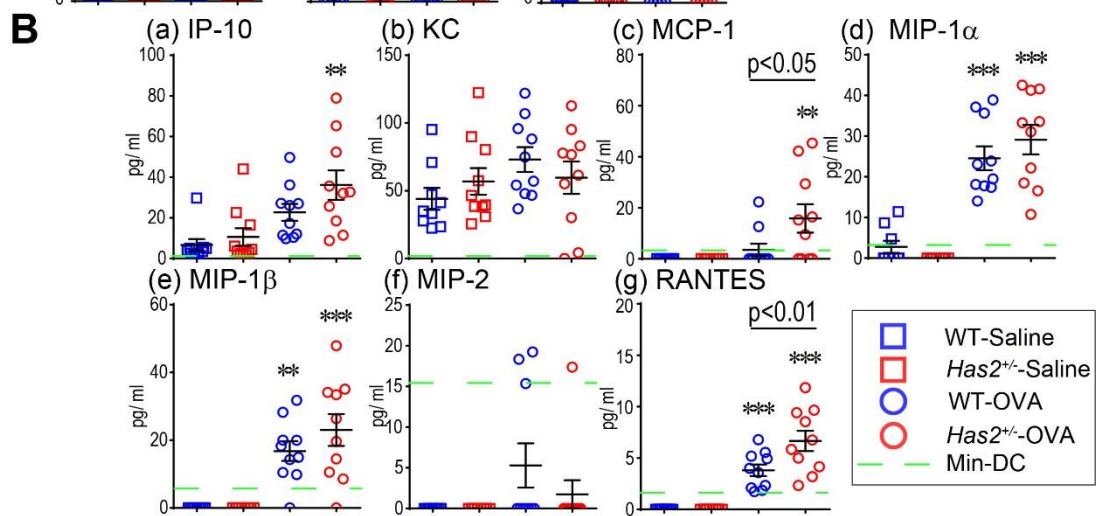

Supplementary figure 3. Effect of *Has2* attenuation on various cytokine and chemokine levels in BALF. (A) Levels of cytokines in BALF (n = 9–10). (B) Levels of chemokines in BALF (n = 9–10). All samples are obtained 24 h after the final challenge with saline or OVA. Statistical significance was determined using Tukey's multiple comparison test. *P < 0.05, **P < 0.01, and ***P < 0.001 relative to WT-saline mice. Horizontal bars indicate direct statistical comparisons between WT-OVA and *Has2*^{+/-}-OVA mice. *Dashed green lines* indicate the level of detection.

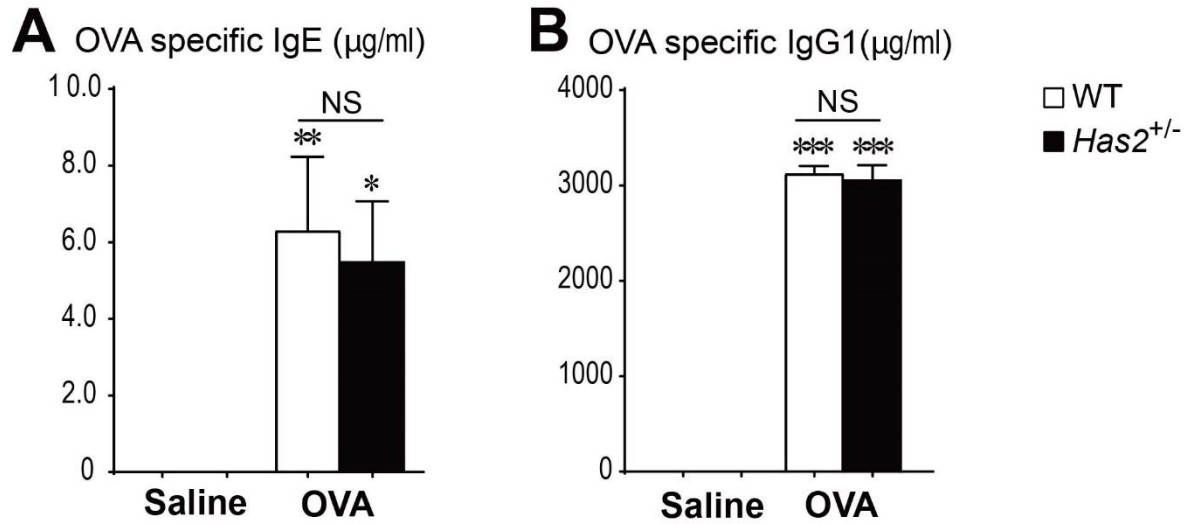

Supplementary figure 4. Effects of *Has2* attenuation on OVA-induced serological markers associated with allergic sensitization. Levels of total IgE (**A**) and OVA-specific IgE (**B**) in the serum were obtained 24 h after the final challenge with saline or OVA ($n = 7$). * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$ relative to the WT-saline mice group as determined using Tukey's multiple comparison test. Horizontal bars indicate direct statistical comparisons between WT-OVA and *Has2*^{+/-}-OVA mice. NS, not significant.

Supplementary Table 1. Significant terms detected using canonical pathway analysis with IPA in WT-OVA unique differentially expressed genes.

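Of the genes printed in this table for the pathway of EIF2, 29 passed the filter on low counts. In WT-OVA against WT-saline lungs 23 of them were called higher and 6 lower, and 20 were also WT-OVA unique genes here, 17 higher and 3 lower. *Rpl14* rose by 0.29 on the log2 scale (standard error 0.052, edgeR's adjusted p = 2.0e-04), *Rpl6* by 0.33 (standard error 0.061, edgeR's adjusted p = 2.6e-04), and the insulin receptor gene *Insr* fell by 0.33 (standard error 0.063, edgeR's adjusted p = 3.6e-04), with n = 5 mice per group. In *Has2* +/--OVA lungs 6 were called higher and 3 lower (10 and 3 when adjusted over the list alone), among them *Rpl12* (0.30), *Rplp2* (0.30) and *Rps3* (0.27). Between *Has2* +/--OVA and WT-OVA lungs edgeR called 0 of the 29, 0 passed when adjusted over the list alone, and camera called the list lower (adjusted p = 2.8e-04, and 0.43 with an estimated correlation). Its interaction of genotype and OVA had an adjusted p = 0.90.

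The 6 unfolded protein response genes of the table were all WT-OVA unique here, 5 higher and 1 lower, led by *Cebpe* (3.45), *Os9* (0.35) and *Dnaja2* (−0.32). Of the 9 Wnt/β-catenin genes 7 were, 2 higher and 5 lower, with *Src* (0.41) among the former and *Btrc* (−0.36) among the latter. Of the 6 planar cell polarity genes 5 were, all lower, with *Fzd2* (−0.43) and *Smo* (−0.37). The study chose these genes on the same libraries, so the overlaps are not independent evidence for the pathways. The table gives for each pathway the genes it holds among the unique genes, tested by the authors against the software's own collection, which was not at hand here.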

Canonical Pathways	$-\log_{10}(p\text{-value})$	z-score	Molecules
EIF2 Signaling	13.70	2.236	<i>AGO1, EIF1AX, EIF2AK3, EIF4G3, IGF1R, INSR, KRAS, RPL10A, RPL11, RPL12, RPL14, RPL17, RPL18, RPL19, RPL24, RPL28, RPL35, RPL37, RPL41, RPL6, RPL8, RPLP2, RPS10, RPS20, RPS23, RPS28, RPS3, RPS7, XIAP</i>
Axonal Guidance Signaling	4.50	NaN	<i>ADAMDEC1, ADAMTS3, ADAMTS4, ARHGEF12, ARPC2, BDNF, BMP4, CXCR4, FZD2, GNG11, HHIP, KRAS, MMP2, MYL3, NRP1, NRP2, NTNG2, PRKCZ, PRKD1, ROBO2, SLIT2, SMO, TUBA1A, TUBB1, WNT2B, WNT9A</i>
RhoA Signaling	4.07	-0.632	<i>ARHGAP5, ARHGEF12, ARPC2, CDC42EP3, IGF1R, MYL3, NRP2, PIP5K1C, SEPTIN2, SEPTIN8, SEPTIN9</i>
IL-4 Signaling	3.95	NaN	<i>HLA-A, HLA-DQB1, HLA-DRB5, INPP5J, INPP5K, KRAS, NR3C1, NR3C2, TYK2</i>
Regulation of eIF4 and p70S6K Signaling	3.70	NaN	<i>AGO1, EIF1AX, EIF4G3, KRAS, PPP2R3A, PRKCZ, RPS10, RPS20, RPS23, RPS28, RPS3, RPS7</i>
Epithelial Adherens Junction Signaling	3.24	NaN	<i>ACVR2A, ARPC2, CLINT1, KRAS, MYH6, MYL3, PARD3, SRC, TUBA1A, TUBB1, YES1</i>
Altered T Cell and B Cell Signaling in Rheumatoid Arthritis	3.09	NaN	<i>CD80, FASLG, HLA-A, HLA-DQB1, HLA-DRB5, TGFB1, TLR5, TRAF3</i>
Iron homeostasis signaling pathway	3.05	NaN	<i>ARNT, ATP6V0A4, ATP6V0C, ATP6V0E2, BMP4, BTRC, NUBP2, SLC39A14, TFRC, TYK2</i>
Factors Promoting Cardiogenesis in Vertebrates	3.00	NaN	<i>ACVR2A, BMP4, CCNE1, FZD2, PRKCZ, PRKD1, SMO, TGFB1</i>
Neuroinflammation Signaling Pathway	2.97	1	<i>ACVR2A, BDNF, CD80, FASLG, GRINA, HLA-A, HLA-DQB1, HLA-DRB5, IRAK1, MAPT, TGFB1, TICAM1, TLR5, TRAF3, TYK2, XIAP</i>
Unfolded protein response	2.86	NaN	<i>CEBPA, CEBPE, DNAJA2, EIF2AK3, OS9, UBXN4</i>
T Cell Exhaustion Signaling Pathway	2.74	1.134	<i>ACVR2A, BATF, CD80, HLA-A, HLA-DQB1, HLA-DRB5, IFNAR2, KRAS, PPP2R3A, TGFB1, TYK2</i>
14-3-3-mediated Signaling	2.68	-0.816	<i>KRAS, MAPT, PRKCZ, PRKD1, SRC, TUBA1A, TUBB1, VIM, YWHAB</i>
PCP pathway	2.67	-1.633	<i>FZD2, LGR4, PRICKLE1, SMO, WNT2B, WNT9A</i>
Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses	2.64	0.707	<i>C1QA, C1QB, C1QC, FASLG, NOD2, PRKCZ, PRKD1, TGFB1, TICAM1, TLR5</i>
mTOR Signaling	2.60	-1.342	<i>EIF4G3, INSR, KRAS, PPP2R3A, PRKCZ, PRKD1, RPS10, RPS20, RPS23, RPS28, RPS3, RPS7</i>
Virus Entry via Endocytic Pathways	2.58	NaN	<i>AP1B1, CLTA, HLA-A, KRAS, PRKCZ, PRKD1, SRC, TFRC</i>
Th2 Pathway	2.46	0.816	<i>ACVR2A, CD80, CXCR4, HLA-A, HLA-DQB1, HLA-DRB5, RUNX3, TGFB1, TYK2</i>

Graft-versus-Host Disease Signaling	2.41	NaN	<i>CD80, FASLG, HLA-A, HLA-DQB1, HLA-DRB5</i>
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	2.39	NaN	<i>ADAMTS4, CEBPA, CEBPE, FZD2, IRAK1, KRAS, PRKCZ, PRKD1, SMO, SRC, TGFB1, TLR5, TRAF3, WNT2B, WNT9A</i>
Autoimmune Thyroid Disease Signaling	2.37	NaN	<i>CD80, FASLG, HLA-A, HLA-DQB1, HLA-DRB5</i>
Creatine-phosphate Biosynthesis	2.34	NaN	<i>CKB, CKMT1A/CKMT1B</i>
Th1 and Th2 Activation Pathway	2.30	NaN	<i>ACVR2A, CD80, CXCR4, HLA-A, HLA-DQB1, HLA-DRB5, NFIL3, RUNX3, TGFB1, TYK2</i>
IL-15 Production	2.28	NaN	<i>BMX, IGF1R, INSR, KIT, PRKCZ, SRC, TYK2, YES1</i>
Basal Cell Carcinoma Signaling	2.27	-2	<i>BMP4, FZD2, HHIP, SMO, WNT2B, WNT9A</i>
Phagosome Maturation	2.23	NaN	<i>ATP6V0A4, ATP6V0C, ATP6V0E2, DYNC2H1, HLA-A, HLA-DRB5, TUBA1A, TUBB1, VPS18</i>
Molecular Mechanisms of Cancer	2.20	NaN	<i>ADCY8, ARHGEF12, BMP4, CCNE1, FASLG, FZD2, KRAS, PRKCZ, PRKD1, RASGRF1, SMO, SRC, TGFB1, TYK2, WNT2B, WNT9A, XIAP</i>
Rapoport-Luebering Glycolytic Shunt	2.17	NaN	<i>BPGM, PGAM1</i>
Sumoylation Pathway	2.12	-0.447	<i>CEBPA, DNMT3A, FASLG, NR3C1, SUMO1, XIAP, ZEB1</i>
B Cell Development	2.11	NaN	<i>CD80, HLA-A, HLA-DQB1, HLA-DRB5</i>
Reelin Signaling in Neurons	2.11	NaN	<i>ARHGEF12, CNR2, MAPT, SRC, VLDLR, YES1</i>
Signaling by Rho Family GTPases	2.10	-0.333	<i>ARHGEF12, ARPC2, CDC42EP3, GNG11, MYL3, PARD3, PIP5K1C, PRKCZ, SEPTIN2, SEPTIN8, SEPTIN9, VIM</i>
p70S6K Signaling	2.10	-0.378	<i>EEF2, KRAS, MAPT, PPP2R3A, PRKCZ, PRKD1, SRC, YWHAB</i>
Acetyl-CoA Biosynthesis I (Pyruvate Dehydrogenase Complex)	2.03	NaN	<i>DBT, PDHA1</i>
Adipogenesis pathway	2.02	NaN	<i>ATG7, BMP4, BSCL2, CEBPA, FZD2, NR2F2, SMO, TGFB1</i>
STAT3 Pathway	2.00	-0.378	<i>CISH, IGF1R, IL17RD, INSR, KRAS, SRC, TGFB1, TYK2</i>
Colorectal Cancer Metastasis Signaling	1.97	-1.508	<i>ADCY8, FZD2, GNG11, KRAS, MMP2, SMO, SRC, TGFB1, TLR5, TYK2, WNT2B, WNT9A</i>
Regulation of the Epithelial-Mesenchymal Transition Pathway	1.97	NaN	<i>FGF23, FZD2, KRAS, MMP2, SMO, TGFB1, TYK2, WNT2B, WNT9A, ZEB1</i>
HER-2 Signaling in Breast Cancer	1.96	NaN	<i>CCNE1, KRAS, MMP2, PARD3, PRKCZ, PRKD1</i>
Breast Cancer Regulation by Stathmin1	1.87	NaN	<i>ADCY8, ARHGEF12, CCNE1, GNG11, KRAS, PPP2R3A, PRKCZ, PRKD1, TUBA1A, TUBB1</i>
Wnt/ β -catenin Signaling	1.84	-1.667	<i>ACVR2A, BTRC, FZD2, PPP2R3A, SMO, SRC, TGFB1, WNT2B, WNT9A</i>
Calcium-induced T Lymphocyte Apoptosis	1.83	0.447	<i>HLA-A, HLA-DQB1, HLA-DRB5, PRKCZ, PRKD1</i>

Mitotic Roles of Polo-Like Kinase	1.83	0	<i>ANAPC1, FZRI, PPP2R3A, TGFB1, WEE1</i>
Role of NANOG in Mammalian Embryonic Stem Cell Pluripotency	1.78	NaN	<i>BMP4, FZD2, KRAS, SMO, TYK2, WNT2B, WNT9A</i>
NF-κB Signaling	1.74	-1.667	<i>BMP4, BTRC, IGF1R, INSR, IRAK1, KRAS, PRKCZ, TLR5, TRAF3</i>
Th1 Pathway	1.72	2.646	<i>CD80, HLA-A, HLA-DQB1, HLA-DRB5, NFIL3, RUNX3, TYK2</i>
Pentose Phosphate Pathway	1.72	NaN	<i>PGLS, TKT</i>
PTEN Signaling	1.67	1.134	<i>FASLG, IGF1R, INPP5J, INPP5K, INSR, KRAS, PRKCZ</i>
T Helper Cell Differentiation	1.66	NaN	<i>CD80, HLA-A, HLA-DQB1, HLA-DRB5, TGFB1</i>
Opioid Signaling Pathway	1.64	-0.905	<i>ADCY8, AP1B1, CLTA, GNG11, GRINA, KRAS, PRKCZ, PRKD1, RGS6, SRC, YES1</i>
Sperm Motility	1.61	NaN	<i>BMX, IGF1R, INSR, KIT, PRKCZ, PRKD1, PRKG2, SRC, TYK2, YES1</i>
UVC-Induced MAPK Signaling	1.60	-1	<i>KRAS, PRKCZ, PRKD1, SRC</i>
Xenobiotic Metabolism Signaling	1.59	NaN	<i>ALDH16A1, ARNT, EIF2AK3, FMO5, KRAS, MAOA, PPP2R3A, PRKCZ, PRKD1, SULT1D1, SUMO1, UGT1A7C</i>
Mouse Embryonic Stem Cell Pluripotency	1.57	-1.633	<i>BMP4, FZD2, KRAS, SMO, TYK2, XIAP</i>
RAR Activation	1.56	NaN	<i>ADCY8, DHRS7C, NR2F2, PRKCZ, PRKD1, RDH12, SMARCA2, SRC, TGFB1</i>
Clathrin-mediated Endocytosis Signaling	1.56	NaN	<i>AP1B1, ARPC2, CLTA, EPS15, FGF23, MYO6, PIP5K1C, SRC, TFRC</i>
Tec Kinase Signaling	1.53	-0.816	<i>BMX, FASLG, GNG11, PRKCZ, PRKD1, SRC, TYK2, YES1</i>
Glioblastoma Multiforme Signaling	1.52	-1.89	<i>CCNE1, FZD2, IGF1R, KRAS, SMO, SRC, WNT2B, WNT9A</i>
Gαs Signaling	1.52	0	<i>ADCY8, ADD3, ADORA2B, ADRB3, GNG11, SRC</i>
PD-1, PD-L1 cancer immunotherapy pathway	1.52	-2.236	<i>CD80, HLA-A, HLA-DQB1, HLA-DRB5, TGFB1, TYK2</i>
Human Embryonic Stem Cell Pluripotency	1.51	NaN	<i>BDNF, BMP4, FZD2, SMO, TGFB1, WNT2B, WNT9A</i>
Cdc42 Signaling	1.50	NaN	<i>ARPC2, HLA-A, HLA-DQB1, HLA-DRB5, MYL3, PARD3, PRKCZ, SRC</i>
Leukocyte Extravasation Signaling	1.49	0	<i>ARHGAP5, BMX, CXCR4, JAM2, MMP2, PRKCZ, PRKD1, SRC, TIMP1</i>
Gap Junction Signaling	1.49	NaN	<i>ADCY8, GRIK3, KRAS, PRKCZ, PRKD1, PRKG2, SRC, TUBA1A, TUBB1</i>
CXCR4 Signaling	1.49	-0.707	<i>ADCY8, CXCR4, GNG11, KRAS, MYL3, PRKCZ, PRKD1, SRC</i>
Cyclins and Cell Cycle Regulation	1.49	1	<i>BTRC, CCNE1, PPP2R3A, TGFB1, WEE1</i>

Ovarian Cancer Signaling	1.46	NaN	<i>FZD2, KRAS, MMP2, SMO, SRC, WNT2B, WNT9A</i>
Type I Diabetes Mellitus Signaling	1.45	NaN	<i>CD80, FASLG, HLA-A, HLA-DQB1, HLA-DRB5, IRAK1</i>
Phenylalanine Degradation IV<br>(Mammalian, via Side Chain)	1.44	NaN	<i>GOT1, MAOA</i>
Aryl Hydrocarbon Receptor Signaling	1.41	0.816	<i>ALDH16A1, ARNT, CCNE1, ESR2, FASLG, SRC, TGFB1</i>
VEGF Family Ligand-Receptor Interactions	1.41	NaN	<i>KRAS, NRP1, NRP2, PRKCZ, PRKD1</i>
HIPPO signaling	1.41	1	<i>BTRC, PARD3, PPP2R3A, TP53BP2, YWHAB</i>
BMP signaling pathway	1.41	-2	<i>BMP4, FST, GREM1, KRAS, XIAP</i>
Nur77 Signaling in T Lymphocytes	1.39	NaN	<i>CD80, HLA-A, HLA-DQB1, HLA-DRB5</i>
Allograft Rejection Signaling	1.39	NaN	<i>CD80, FASLG, HLA-A, HLA-DQB1, HLA-DRB5</i>
PDGF Signaling	1.37	0.447	<i>INPP5J, INPP5K, KRAS, SRC, TYK2</i>
L-cysteine Degradation III	1.36	NaN	<i>GOT1</i>
Interferon Signaling	1.36	NaN	<i>IFIT1, IFNAR2, TYK2</i>
Synaptogenesis Signaling Pathway	1.35	-0.577	<i>ADCY8, AP1B1, ARPC2, BDNF, GRINA, KRAS, MAPT, RASGRF1, SRC, SYT11, VLDLR, YES1</i>
RhoGDI Signaling	1.34	0.378	<i>ARHGAP5, ARHGEF12, ARPC2, ESR2, GNG11, MYL3, PIP5K1C, SRC</i>
Chondroitin Sulfate Degradation (Metazoa)	1.33	NaN	<i>ARSB, HYAL1</i>
Complement System	1.33	NaN	<i>C1QA, C1QB, C1QC</i>
CTLA4 Signaling in Cytotoxic T Lymphocytes	1.32	NaN	<i>AP1B1, CD80, CLTA, HLA-A, PPP2R3A</i>
Acute Myeloid Leukemia Signaling	1.32	NaN	<i>CEBPA, KIT, KRAS, PIM2, RUNX1</i>

Supplementary Table 2. Significant terms detected using canonical pathway analysis with IPA in *Has2*^{+/-}-OVA unique differentially expressed genes.

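The 6 TGF-β signaling genes of this table were all *Has2* +/--OVA unique here, 2 higher and 4 lower. *Mras* fell by 0.60 on the log2 scale against WT-saline lungs (standard error 0.13, edgeR's adjusted p = 9.9e-04), the receptor gene *Acvr1* by 0.43 (standard error 0.092, edgeR's adjusted p = 1.2e-03) and the inhibitory *Smad7* by 0.41 (standard error 0.10, edgeR's adjusted p = 4.6e-03), while *Vdr* rose by 0.57 (standard error 0.13, edgeR's adjusted p = 2.1e-03), with n = 5 mice per group. *Smad7* lost its call without WT-saline libraries 3, 4 or 5 or *Has2* +/--OVA libraries 18 or 19, each left out alone (adjusted p from 0.0101 to 0.0170). With a clock component as a covariate, chosen after seeing the data, *Acvr1* (−0.28) and *Smad7* (−0.40) lost their calls, and *Smad7* also without libraries 8, 9 and 19 (−0.36). In WT-OVA lungs *Zfp423* (0.47, edgeR's adjusted p = 0.011), *Mras* (−0.40, edgeR's adjusted p = 0.016) and *Smad7* (−0.33, edgeR's adjusted p = 0.017) moved the same ways without passing, and adjusted over the list alone 1 was higher and 3 lower. Between the OVA groups edgeR called 0 of the 6, and camera did not call the list (adjusted p = 0.067).

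Of the 9 Wnt/β-catenin genes all were called lower in *Has2* +/--OVA lungs and 6 were *Has2* +/--OVA unique here, with *Ilk* (−0.41, standard error 0.051, edgeR's adjusted p = 5.7e-06) and *Ppp2cb* (−0.44) in front. In WT-OVA lungs 3 were called lower and all 9 had a negative log2 fold change. Of the 4 planar cell polarity genes 3 were *Has2* +/--OVA unique, all lower, with *Wnt3a* (−0.85) and *Fzd8* (−0.62). Of the 3 unfolded protein response genes 2 were, both lower, and the list is led by *Cebpd* (−1.35) and *Nfe2l2* (−0.35). Between the OVA groups edgeR called 0 genes of these lists, and adjusted over each list alone 1 gene of each was lower. As in the table for WT-OVA unique genes, the study chose these genes on the same libraries, and the overlaps are not independent evidence.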

Canonical Pathways	$-\log_{10}(p\text{-value})$	z-score	Molecules
Wnt/ β -catenin Signaling	3.38	-0.378	<i>ACVR1, FZD5, FZD8, ILK, JUN, PPP2CB, SOX17, TLE1, WNT3A</i>
Neuroinflammation Signaling Pathway	3.25	0	<i>ACVR1, APH1A, APH1B, CASP1, IRAK2, JUN, MAPK6, NFE2L2, PPP3CA, SOD2, TLR1, TLR8</i>
Notch Signaling	2.85	NaN	<i>APH1A, APH1B, DLL1, MAML3</i>
TGF- β Signaling	2.82	-1	<i>ACVR1, JUN, MRAS, SMAD7, VDR, ZNF423</i>
Molecular Mechanisms of Cancer	2.74	NaN	<i>ADCY2, APH1A, APH1B, CRK, E2F8, FZD5, FZD8, GNA11, JUN, MRAS, RASGRP1, SMAD7, WNT3A</i>
Mouse Embryonic Stem Cell Pluripotency	2.64	-1.633	<i>FZD5, FZD8, ID2, ID3, MRAS, WNT3A</i>
Toll-like Receptor Signaling	2.53	NaN	<i>IRAK2, JUN, LBP, TLR1, TLR8</i>
IL-1 Signaling	2.19	NaN	<i>ADCY2, GNA11, IRAK2, JUN, MRAS</i>
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	2.12	NaN	<i>CEBPD, FZD5, FZD8, IRAK2, JUN, MRAS, PPP3CA, TLR1, TLR8, WNT3A</i>
PCP pathway	2.10	-2	<i>FZD5, FZD8, JUN, WNT3A</i>
Human Embryonic Stem Cell Pluripotency	2.08	NaN	<i>ACVR1, FZD5, FZD8, MRAS, SMAD7, WNT3A</i>
Endothelin-1 Signaling	1.97	-0.378	<i>ADCY2, CASP1, GNA11, JUN, MAPK6, MRAS, PLB1</i>
ErbB4 Signaling	1.92	NaN	<i>APH1A, APH1B, MRAS, YAP1</i>
T Cell Receptor Signaling	1.92	NaN	<i>CARD11, JUN, MRAS, PPP3CA, RASGRP1</i>
Regulation of the Epithelial-Mesenchymal Transition Pathway	1.89	NaN	<i>APH1A, APH1B, FZD5, FZD8, ID2, MRAS, WNT3A</i>
Relaxin Signaling	1.88	-2	<i>ADCY2, GNA11, JUN, MRAS, NPR1, PDE8B</i>
Basal Cell Carcinoma Signaling	1.84	-1	<i>FZD5, FZD8, GLI3, WNT3A</i>
Colorectal Cancer Metastasis Signaling	1.76	-1.414	<i>ADCY2, FZD5, FZD8, JUN, MRAS, TLR1, TLR8, WNT3A</i>
iNOS Signaling	1.70	NaN	<i>IRAK2, JUN, LBP</i>
Cyclins and Cell Cycle Regulation	1.69	2	<i>CCNB1, CCNB2, E2F8, PPP2CB</i>
Osteoarthritis Pathway	1.68	-0.816	<i>ALPL, CASP1, FZD5, FZD8, GLI3, SMAD7, WNT3A</i>

Integrin Signaling	1.67	-1.633	<i>ARF2, CRK, ILK, ITGA2B, MPRIP, MRAS, TLN2</i>
1D-myo-inositol Hexakisphosphate Biosynthesis II (Mammalian)	1.66	NaN	<i>INPP5A, ITPKB</i>
D-myo-inositol (1,3,4)-trisphosphate Biosynthesis	1.66	NaN	<i>INPP5A, ITPKB</i>
BMP signaling pathway	1.62	NaN	<i>JUN, MRAS, SMAD7, ZNF423</i>
DNA damage-induced 14-3-3 σ Signaling	1.61	NaN	<i>CCNB1, CCNB2</i>
Cardiac Hypertrophy Signaling (Enhanced)	1.61	-3.464	<i>ACVR1, ADCY2, FZD5, FZD8, GNA11, JUN, MKNK2, MRAS, NPRI, PDE8B, PPP3CA, WNT3A</i>
Choline Degradation I	1.59	NaN	<i>ALDH7A1</i>
Regulation of IL-2 Expression in Activated and Anergic T Lymphocytes	1.55	NaN	<i>CARD11, JUN, MRAS, PPP3CA</i>
Th2 Pathway	1.48	-1	<i>ACVR1, APH1A, APH1B, DLL1, JUN</i>
Superpathway of D-myo-inositol (1,4,5)-trisphosphate Metabolism	1.46	NaN	<i>INPP5A, ITPKB</i>
Unfolded protein response	1.45	NaN	<i>CEBPD, NFE2L2, PPP1R15A</i>
ATM Signaling	1.44	-1	<i>CCNB1, CCNB2, JUN, PPP2CB</i>
NRF2-mediated Oxidative Stress Response	1.43	NaN	<i>DNAJB1, DNAJB5, JUN, MRAS, NFE2L2, SOD2</i>
5-aminoimidazole Ribonucleotide Biosynthesis I	1.42	NaN	<i>PFAS</i>
ERK/MAPK Signaling	1.40	-0.816	<i>CRK, DUSP6, MKNK2, MRAS, PPP2CB, TLN2</i>
Wnt/Ca ⁺ pathway	1.34	NaN	<i>FZD5, FZD8, PPP3CA</i>

How the deposited data were processed for this re-analysis (not part of the article)

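The authors extracted total RNA from lungs and sequenced it as paired reads of 36 bases. Per the paper they mapped the reads to mm10 and made the counts per gene with CLC Genomics Workbench 10.1.1, and these counts are used here as deposited. The paper names a kit that depletes ribosomal RNA, while the description deposited with the data names a kit for mRNA, and which was used was not resolved. The table holds 49585 genes and 19 libraries, 26540 genes have no count in any library, and 0 pairs of libraries are identical. A further 38 columns, with scaled and transformed values of the same libraries, were not used, so that each library enters by its counts alone. Column names give the group of a library but not its replicate, so libraries are named by the running number in the column name. The authors' deposited p-values and FDR come from the EDGE test of pairs of groups with tagwise dispersions and from an ANOVA over the groups, per the file header, and serve as an alternative. The fold changes the authors deposited with them are signed, a score that is negative for a fall, per the file header. Gene positions are those the authors deposited, on mm10.

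Total counts ran from 4879142 to 6424220 in WT-saline libraries (median 5480516), from 4446534 to 7048676 in *Has2* +/--saline (5684849), from 4663153 to 5845245 in WT-OVA (5493263) and from 5100991 to 6246712 in *Has2* +/--OVA (5760454). The 10 genes with most counts held 6.23 to 7.83% of them.

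Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with TMM factors, the filter filterByExpr (10 counts, 15 in total, share 0.7) and a quasi-likelihood model with a mean for each of the 4 groups. It had 15 residual degrees of freedom and a common coefficient of biological variation of 0.138. The following comparisons were tested, two-sided and each adjusted by Benjamini and Hochberg over its 14495 genes: *Has2* +/--OVA against WT-OVA, each OVA group against WT-saline, *Has2* +/--saline against WT-saline, *Has2* +/--OVA against *Has2* +/--saline, and the interaction of genotype and OVA. Standard errors are those of the log2 fold change, from the test statistic. CPM are counts scaled by the library size and the TMM factor. Of 55 gene lists, 45 were written from general knowledge for pathways and cell types and 10 hold genes the paper names for its results. The lists were tested with camera, adjusted over the lists of a comparison, at the preset correlation of 0.01, with an estimated correlation, and with fry. Genes under the filter and differences of list means were tested by exact permutation of the libraries, two-sided. Principal components used log2 CPM with 0.5 CPM added. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the tables and figures.

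Genes are named by a rule: every gene the paper names for its RNA sequencing, in comparisons with saline groups the 10 largest rises and 10 largest falls among called genes whose groups do not overlap, otherwise every called gene up to 20 or, with fewer than 10 calls, the 10 of smallest p, and up to 4 members of smallest p of each list described. Immunoglobulin and T cell receptor segments and predicted genes were left out of the largest changes.

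The design and the following alternatives were set before the data were examined: RLE factors, no filter, a filter of 20 counts in 4 libraries, models of only the compared groups, DESeq2 1.42.0, the authors' p-values, an adjusted p under 0.05, a fold change above 2 to the power 1.2 as in the legend of Figure 4A, an F test over 3 groups, WT-saline libraries split between comparisons, and each of the 19 libraries left out in turn. A clock component as a covariate, the mean of the immediate-early list as a covariate, and leaving out libraries 8, 9 and 19 or libraries 12 and 13 were chosen after seeing the data. The clock component was positive in every saline library and negative in every OVA library except *Has2* +/--OVA library 19 (0.161). As a covariate it overlaps strongly with the OVA effect, so a call against saline lost with it need not depend on the clock. The procedure was tested on simulated data with 200 changed genes per run, taken from genes above a minimum expected count. There the comparison of the OVA groups made 13 wrong calls in 5 runs. A list shifted by 0.5 on the log2 scale was called in 5 of 5 runs, against 1 of 250 unshifted lists. The simulated genes were drawn independently of each other, so this rate does not cover lists whose genes move together.

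The cell fractions of CIBERSORT and the pathway collection of the authors' software were not computed, because the signature and the collection were not at hand. Measurements by PCR, ELISA, lavage and histology have no values per mouse here and were not analysed. Results of 1 gene are not reported here.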

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

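The tests of a genetic difference near *Has2*, of reads shared by *Hspa1a* and *Hspa1b*, of the clock genes, the immediate-early and clock covariates and all chance splits were chosen after the result was seen.

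*Psca*, a gene of the Ly6 family on chromosome 15, the chromosome of *Has2*, was counted in every *Has2* +/--saline library (mean 4.78 CPM) and in no WT-saline library (exact permutation test, two-sided p = 0.0159, the smallest possible), at least 44.0-fold more against a floor of 3 counts over the group. edgeR did not call it between these groups (adjusted p = 0.076), and the authors' deposited table does. In WT-OVA lungs it was counted at 1, 1, 17, 29 and 3 reads, with libraries 12 and 13 near the 22 to 29 reads of *Has2* +/--OVA libraries.

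Across both treatments the neighbours *Ly6d* (log2 fold change 1.63, standard error 0.38) and *Ly6e* (0.49, standard error 0.11) were also higher with the *Has2* +/- genotype and *Ly6c2* was lower (−0.52, standard error 0.12), none of which passed (edgeR's adjusted p = 0.153 each). Donor DNA kept around the allele may be thought to act through the Ly6 haplotype, and *Ly6a*, which differs between haplotypes, was then predicted to be higher. It was not higher in *Has2* +/--saline lungs (log2 fold change −0.27), which speaks against a change of that haplotype. The level of 1 gene cannot reject kept donor DNA as such. A genetic difference near *Has2*, which may itself be kept donor DNA, is a candidate explanation. Of genes within 25 Mb of *Has2*, other than this cluster, 13 of 249 (5.22%) had a p under 0.01 for genotype. Elsewhere it was 410 of 14234 (2.88%, one-sided Fisher's exact p = 0.0315), though 2 of 46 windows elsewhere were as large. Whether libraries 12 and 13 came from heterozygous mice cannot be told apart from a WT origin: their scores on 20 genotype genes, 0.282 and 0.0314, are under those of *Has2* +/--OVA libraries (0.608 to 0.898), while the other WT-OVA libraries, at 0.576, 0.230 and 0.881, overlap these. Libraries 12 and 13 held *Herpud1* at 237 and 325 CPM, *Dnajb1* at 111 and 156 CPM and *Hspa1a* at 32.4 and 80.0 CPM, above *Has2* +/--OVA libraries (116 to 178, 30.2 to 52.6 and 1.57 to 6.25), but WT-OVA library 10 lay within these ranges (175, 50.8 and 2.98), and these genes were chosen on the same libraries.

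Handling of the animal could lower heat shock genes in a group of mice. With the mean of the immediate-early list as a covariate *Hspa1a* stayed at −3.87 (standard error 0.66) between the OVA groups, and with the clock component at −3.33 (standard error 0.67). The immediate-early mean nearly separated *Has2* +/--OVA (5.24 to 5.44) from WT-OVA libraries (5.44 to 5.68). In every group but *Has2* +/--OVA its highest library had the lowest heat shock mean. It did not rise with the heat shock genes there, so this covariate cannot decide on handling. The clock component overlapped between the OVA groups, so it speaks against time of day only as far as it marks it. With handling goes that camera called the immediate-early list (adjusted p = 4.7e-07) and the glucocorticoid target list (adjusted p = 1.3e-03) lower between the same groups, neither with an estimated correlation (adjusted p = 0.13 and 0.43). Reads shared with *Hspa1b* do not account for *Dnajb1*, at −1.29.

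Clock genes differed between OVA and saline lungs, among them *Arntl*. Within groups *Dbp* and *Arntl* moved against each other over 19 libraries (r = −0.915, permutation p = 2.4e-04, rho = −0.872, permutation p = 4.1e-04, 100000 resamples, r = −0.872 without libraries 9 and 19), the only correlation computed. This is consistent with mice having been dissected at different times of day (r = −0.915), and the times were not given in the sources used here.

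Single libraries stood apart from the rest of their group in 29 of 238 combinations of 61 genes and a group, where chance gives about 1 in 20 groups, or 11.9. The genes were not drawn at random, so this rate is no test of an excess. In WT-saline lungs these were *Rplp0* (182 CPM in library 2, others 151 to 157), *Prf1* (11.3 in library 2, others 18.7 to 21.3), *Retn* (4.58 in library 2, others 1.98 to 2.21), *Foxp3* (2.12 in library 2, others 0.473 to 0.791), *Tgfb1* (96.9 in library 5, others 107 to 109), *Acta1* (21.7 in library 5, others 0.882 to 2.37), *Dbp* (116 in library 1, others 24.7 to 48.3) and *Lars2* (3249 in library 4, others 52.0 to 97.7).

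In *Has2* +/--saline lungs they were *Ighg1* (52.2 in library 9, others 4.12 to 6.69), *Slpi* (28.3 in library 9, others 12.4 to 15.0), *Synpo2* (126.1 in library 9, others 98.6 to 101), *Il10* (0.435 in library 9, others 0.145 to 0.187), *Il17f* (0.217 in library 9, others 0), *Muc5ac* (22.4 in library 9, others 3.05 to 4.51), *Prf1* (12.7 in library 8, others 8.61 to 9.16), *Retn* (3.18 in library 8, others 15.0 to 16.9) and *Acta1* (90.6 in library 7, others 0.334 to 0.581).

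In WT-OVA lungs they were *Siah2* (21.0 in library 10, others 28.6 to 31.5), *Bambi* (13.4 in library 10, others 8.67 to 10.0), *Il2ra* (10.8 in library 10, others 5.83 to 6.97), *Slpi* (1238.5 in library 13, others 564 to 689), *Retn* (9.22 in library 12, others 1.28 to 3.49) and *Acta1* (3.64 in library 14, others 0 to 0.369). In *Has2* +/--OVA lungs they were *Siah2* (20.4 in library 19, others 17.4 to 18.2), *Tslp* (0 in library 15, others 0.555 to 0.768), *Il17a* (0.384 in library 19, others 0.157 to 0.185), *Dbp* (132 in library 19, others 11.1 to 30.3), *Acta1* (8.94 in library 18, others 0.160 to 1.40) and *Gzma* (24.0 in library 18, others 11.7 to 12.9).

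The interaction of genotype and OVA was called for the cytotoxic lymphocyte list and for the smooth muscle list, also with an estimated correlation (camera's adjusted p = 0.0483 each).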

How the results depend on the processing

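Leaving out libraries 8, 9 and 19 or 12 and 13 and the clock covariate were chosen after the result was seen, and the cause of the changes below was not tested.

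Between *Has2* +/--OVA and WT-OVA lungs DESeq2 called 8 genes and the authors' p-values 8. Without libraries 12 and 13 it was 2, *Ly6e* and *Psca*, no evidence, because these libraries were left out for their own level of *Psca*. Leaving out 1 library gave 0 to 5. In *Has2* +/--saline against WT-saline lungs 1 gene, *Psca*, was called with no filter, in a model of the 2 groups, by DESeq2, by the authors' p-values and without libraries 12 and 13. Without libraries 8, 9 and 19 it was 13 genes, among them *Ccl5*, *Il2rb*, *Fabp4* and *Arntl*, and leaving out 1 library gave 0 to 1. The interaction gave 1 gene without libraries 8, 9 and 19, *Spn*.

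With the clock component as a covariate 1406 genes were called in WT-OVA and 1639 in *Has2* +/--OVA lungs against WT-saline, 1540 in *Has2* +/--OVA against *Has2* +/--saline, and 215 were WT-OVA unique. The component nearly separates saline from OVA libraries, so these lower counts need not reflect the clock. At a fold change above 2 to the power 1.2 the counts were 772, 741, 772 and 166, with 135 *Has2* +/--OVA unique. With the WT-saline libraries split they were 2006.5 and 1802.5. In *Has2* +/--OVA against *Has2* +/--saline lungs a model of the 2 groups called 1559 and an adjusted p under 0.05 called 3985. Without libraries 12 and 13, 461 genes were WT-OVA unique and 849 *Has2* +/--OVA unique. With 1 library left out, these ran from 341 (WT-OVA library 11) to 1022 (*Has2* +/--OVA library 18) and from 306 (*Has2* +/--OVA library 18) to 893 (WT-OVA library 11).

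*Pmvk* in WT-OVA against WT-saline lungs was −0.028 without libraries 12 and 13 and −0.052 (without WT-OVA library 13) to 0.079 (without WT-saline library 5) with 1 left out, and *Tlr4* −0.13 with the clock component, none of which passed. The regulatory T cell list between the OVA groups had camera's adjusted p = 0.0442 in a model of the 2 groups (range over alternatives 0.0442 to 0.114) and 0.0365 to 0.216 with 1 library left out. The Th17 list turned its direction with no filter (camera's adjusted p = 0.996), with 20 counts in 4 libraries (0.971) and without libraries 12 and 13 (0.617, range over alternatives 0.617 to 0.996), and ran from 0.417 to 0.993 with 1 left out. Of 1744 alternatives of 63 pairs of gene and comparison 1677 were the same, 31 weaker, 30 stronger and 6 reversed.

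No paired analysis was possible because the columns carry no replicate number, so a replicate block was not run. A pseudocount alternative does not apply to a model of counts. DESeq2 and the authors' p-values give no values for lists. Further calls lost with the clock component or without these libraries are given beside the genes and lists they concern, except for lists in WT-OVA against WT-saline lungs. There camera's calls of the ATF6 genes (adjusted p = 8.0e-08, then 0.15) and the PERK genes (7.4e-04, then 0.31) were lost with the clock component. So was the call of the clock genes (1.4e-03, then 0.52), from which the component was drawn. The depth limits calls for *Has2*, *Tslp*, *Il17a* and *Foxp3*.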

Differences from the paper's values

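No test in this part was chosen after the result was seen.

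Between *Has2* +/--OVA and WT-OVA lungs the paper gives 7 genes and edgeR called 0. Of the alternatives set before the data were examined, DESeq2 with 8 and the authors' p-values with 8 do not differ from the paper's 7, while RLE factors, no filter, 20 counts in 4 libraries, only the 2 groups, an adjusted p under 0.05 and a fold change above 2 to the power 1.2 all gave 0. The authors' deposited table, at their cutoffs, calls 7: *Dnajb1*, *Herpud1*, *Hspa1a*, *Ighv2-6*, *Igkv2-109*, *Pmvk* and *Spink5*. DESeq2 called 5 of these, *Dnajb1*, *Herpud1*, *Hspa1a*, *Ighv2-6* and *Pmvk*, and the authors' p-values those and *Igkv2-109*. Without WT-OVA library 10 edgeR called 5 genes, *Dnajb1*, *Herpud1*, *Hspa1a*, *Ighv2-6* and *Igkv6-23*.

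For *Has2* +/--OVA unique genes the paper gives 307 in the text and 551 were found. Of the alternatives set before the data were examined these differ from the paper's value: RLE factors 571, no filter 537, 20 counts in 4 libraries 517, only the 2 groups 671, DESeq2 600, the authors' p-values 588, an adjusted p under 0.05 785, a fold change above 2 to the power 1.2 135, the F test 551 and split WT-saline libraries 497.5. Leaving out *Has2* +/--OVA library 18, also set beforehand, gave 306, which does not differ. The authors' deposited table gives 547, or 527 with their ANOVA.

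*Spink5* did not pass the filter and was not called by edgeR. *Atf4*, which the paper's PCR does not find changed, was called lower by DESeq2 between the OVA groups. That PCR found *Hspa1a*, *Dnajb1* and *Herpud1* lower, the direction of their log2 fold changes here. The regulatory T cell list was not called lower between the OVA groups, where the paper's Figure 5 shows fractions of about 3.3 and 6.7, read by eye. A list of genes is a different measure from such fractions. In a model of the 2 groups and without WT-OVA library 14 or *Has2* +/--OVA library 16 the list was called lower. The Th17 list was not called higher. camera called the eosinophil list lower between the OVA groups, but not with an estimated correlation. The paper counted more eosinophils in lavage fluid of *Has2* +/--OVA mice, which is a different measure. camera called the ribosomal list higher in *Has2* +/--OVA lungs as well as in WT-OVA lungs, but not with an estimated correlation (adjusted p = 0.42 and 0.32). The TGF-β list written here was not over-represented among *Has2* +/--OVA unique genes. The 6 TGF-β genes of the paper's table were all among them, which is not independent evidence.

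WT-OVA unique genes, with the paper's 515 and 762 here, the shared genes and the counts against WT-saline do not differ by the rule used, which allows a factor of 1.5. The WT-OVA unique genes do differ with no filter (775), only the 2 groups (855), DESeq2 (775), an adjusted p under 0.05 (984) and a fold change above 2 to the power 1.2 (166), and ran from 341 to 1022 with 1 library left out. At an adjusted p under 0.05 and at a fold change above 2 to the power 1.2 the counts of WT-OVA (4367 and 772) and *Has2* +/--OVA lungs (4168 and 741) and the shared genes (3383 and 606) differ as well. By Fisher's exact test, which takes genes as independent, the ribosomal list was over-represented among WT-OVA unique genes and not among *Has2* +/--OVA unique genes. The paper names the pathway of EIF2, which holds such genes, for the WT-OVA unique genes. As in the paper's Figure 4E, *Herpud1* was called higher in WT-OVA and not in *Has2* +/--OVA lungs, and *Dnajb1*, *Hspa1a* and *Pmvk* were called lower in *Has2* +/--OVA and not in WT-OVA lungs, but the interaction of genotype and OVA was not called for any of them.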

Other observations

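The chance splits, the clock component as a covariate and leaving out libraries 8, 9 and 19 are tests chosen after the result was seen.

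The lists tested include genes of cytotoxic lymphocytes. *Prf1*, which encodes perforin, had a log2 fold change of −0.89 in *Has2* +/--saline against WT-saline lungs (standard error 0.19, n = 4 and 5, edgeR's adjusted p = 0.42), *Gzmb* −1.00 (standard error 0.29) and *Ccl5* −0.73 (standard error 0.15). Of 15 genes of the list 14 had a negative log2 fold change, edgeR called 0, 4 were lower when adjusted over the list alone, and camera called the list lower (adjusted p = 4.4e-13, and 0.076 with an estimated correlation). OVA lowered *Gzma* in WT lungs (−1.04, standard error 0.22, edgeR's adjusted p = 1.0e-03). All 15 genes had a positive interaction of genotype and OVA, among them *Gzma* (1.17, standard error 0.32), and camera called the list (adjusted p = 2.7e-12). The mean log2 CPM over the list was 2.07 and 2.27 in *Has2* +/--saline libraries 6 and 7, 2.72 and 2.52 in libraries 8 and 9, and 2.64 to 3.075 in WT-saline libraries. Libraries 6 and 7 also had the lowest means of the saline lungs over genes of T cells in general (2.97 and 2.95, others 3.34 to 3.81) and the highest over adipose genes (5.77 and 5.79, others 3.96 to 5.38).

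Of the smooth muscle genes, *Synpo2* had an interaction of −0.50 (standard error 0.11) and *Actg2* −0.80 (standard error 0.22), neither of which passed. Of 17 genes 15 had a negative interaction, edgeR called 0, 1 was lower when adjusted over the list alone, and camera called the list lower (adjusted p = 2.5e-14). In *Has2* +/--OVA against WT-OVA lungs 15 of the 17 were negative, with *Myl9* at −0.36 (camera's adjusted p = 1.5e-05, and 0.16 with an estimated correlation). In *Has2* +/--saline library 9 the mean log2 CPM over the smooth muscle list was 6.83 (others of the group 6.55 to 6.60), over ciliated genes 5.53 (others 4.51 to 4.62) and over club cell genes 6.78 (others 6.32 to 6.44). The interactions of both lists were found and tested in the same libraries and remain hypotheses.

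The proliferation gene *Mki67* rose by 1.26 in WT-OVA (standard error 0.27, edgeR's adjusted p = 1.1e-03) and by 1.59 in *Has2* +/--OVA lungs (standard error 0.27, edgeR's adjusted p = 1.5e-04) against WT-saline. Of 35 genes 7 were called higher in WT-OVA and 20 in *Has2* +/--OVA lungs (7 and 26 when adjusted over the list alone; camera's adjusted p = 2.6e-04 and 1.2e-07, 0.56 and 0.42 with an estimated correlation), and 13 were among the *Has2* +/--OVA unique genes, where chance gives 1.33 (one-sided Fisher's exact test, adjusted p = 9.3e-09). In the comparison of the OVA groups 32 were positive (camera's adjusted p = 2.6e-04, and 0.60 with an estimated correlation), but not called without *Has2* +/--OVA library 18 (0.371). Also over-represented among *Has2* +/--OVA unique genes were immediate-early genes, 8 of 30 where chance gives 1.14 (adjusted p = 2.6e-04), and platelet genes, 4 of 16 where chance gives 0.608 (adjusted p = 0.029), and among WT-OVA unique genes complement genes, 6 of 24 where chance gives 1.26 (adjusted p = 0.028), by the same Fisher's exact test. That test takes genes as independent, so its p-values can be too small where genes move together. With the clock component as a covariate *Mki67* (1.04) and the list lost their calls in *Has2* +/--OVA lungs.

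The paper's PCR found *Cd44*, *Tlr4* and *Tgfb1* lower in *Has2* +/--OVA than in WT-OVA lungs. Between these groups *Cd44* stood at 272 ± 23.5 against 280 ± 29.2 CPM here (SD, n = 5 each). *Tlr4* stood at 38.0 ± 2.84 against 37.3 ± 4.74 CPM and *Tgfb1* at 127 ± 8.83 against 150 ± 15.8 CPM. Against WT-saline, *Cd44* rose by 0.70 (standard error 0.11, edgeR's adjusted p = 4.9e-05) in WT-OVA and by 0.66 in *Has2* +/--OVA lungs, *Tgfb1* by 0.50 in WT-OVA lungs (standard error 0.091, edgeR's adjusted p = 2.6e-04), and *Tlr4* did not pass (0.08 and 0.11). With the clock component as a covariate, which nearly separates OVA from saline libraries, the calls of *Cd44* (0.67 and 0.64) and *Tgfb1* (0.56) were lost. Hyaluronan genes gave 5 higher and 3 lower of 22 in WT-OVA lungs (camera's adjusted p = 0.55). *Il10* was counted at 0 to 3 reads in *Has2* +/--OVA and at 1 to 4 reads in WT-OVA libraries. The means were 0.133 and 0.5002 CPM (exact permutation test, two-sided p = 0.0397). With so few reads, and a p not adjusted for the other genes tested this way, this is no firm difference.

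In WT-OVA against WT-saline lungs *Jchain* rose by 5.04, and 29 of 32 B and plasma cell genes were called higher (camera's adjusted p = 4.4e-44, and 0.017 with an estimated correlation). *Muc5ac* rose by 4.34 and 17 of 21 goblet cell genes were higher and 2 lower (1.2e-11 and 0.21). *Itln1* rose by 4.37, with 18 of 29 type 2 genes higher and 1 lower (7.7e-11 and 0.048). *Prg2* rose by 4.76, a call lost with the clock component as a covariate (4.32), with 7 of 10 eosinophil genes higher and 1 lower (5.5e-04 and 0.17). *Trem2* rose by 4.04, with 21 of 31 macrophage genes higher and 2 lower (2.3e-14 and 0.052). *Itgax* rose by 2.44, with 9 of 24 dendritic cell genes higher and 1 lower (1.1e-03 and 0.47). *Mcpt1* rose by 5.78, with 5 of 11 mast cell genes higher and 1 lower (8.7e-03 and 0.21). *Cd177* rose by 3.12 without a call of the neutrophil list (0.15), and *C3* by 1.12, with 11 of 24 complement genes higher and 2 lower (8.1e-03 and 0.51).

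*Kdr* fell by 0.64, with 12 of 27 endothelial genes lower in WT-OVA lungs (camera's adjusted p = 3.4e-05, and 0.32 with an estimated correlation). *Gsta3* fell by 1.70, with 8 of 20 club cell genes lower and 3 higher (7.0e-04 and 0.21). *Hbb-bt* fell by 1.70, with 10 of 13 erythroid genes lower (9.0e-05 and 0.32). *Myl7* fell by 1.12, with 7 of 30 cardiac genes lower (1.1e-04 and 0.48). *Ifit3* fell by 1.11, with 3 of 29 interferon genes lower and 1 higher (0.012 and 0.56). *Per2* fell by 2.18 and *Arntl* rose by 2.11, with 11 of 20 clock genes lower and 4 higher (1.4e-03 and 0.24). *Tsc22d3* fell by 1.31, with 7 of 20 glucocorticoid targets lower and 2 higher (0.014 and 0.48). camera did not call alveolar (0.15), ciliated (0.65), platelet (0.12), skeletal muscle (0.065), adipose (0.37), thymus and lymph node (0.083), matrix (0.37), immediate-early (0.16), mitochondrially encoded (0.36), oxidative phosphorylation (0.345), mitochondrial ribosome (0.37) or mevalonate genes (0.37) there.

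Between *Has2* +/--OVA and WT-OVA lungs *Jun* (−0.32, standard error 0.088, edgeR's adjusted p = 0.32) and *Klf4* (−0.43) were among 24 of 30 immediate-early genes with a negative value (camera's adjusted p = 4.7e-07, and 0.13 with an estimated correlation). In *Has2* +/--saline lungs all 18 adipose genes, led by *Fabp4* (1.75, standard error 0.43) and *Adipoq* (1.72), were positive (camera's adjusted p = 4.7e-16, and 0.33 with an estimated correlation). The amount of fat left on the lung may differ between the groups, which was not tested; without libraries 8, 9 and 19 *Fabp4* was among the 13 genes called.

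Regrouping the libraries gave 100 splits per comparison, the real one among them. For the counts against saline the real value was the only one as large in 1 split each: 3175 (highest other split 0), 2964 (46) and 2643 (981), so chance is excluded. For *Has2* +/--OVA against WT-OVA lungs the 1120 genes at an unadjusted p under 0.05 were reached in 4 splits (highest other 1259). That share is small, but another split went higher and the test was chosen after the result, so it does not exclude chance. Nor is chance excluded for the unique genes together, 1313, reached in 11 splits (1469). The same holds for the 1006 genes at that p in *Has2* +/--saline against WT-saline lungs, reached in 38 splits (2571), and for the 594 genes of the interaction, reached in 61 splits (1696). A count of 0 calls is reached by all 100 splits whatever the grouping, so for the comparison of the OVA groups (highest other 2), the saline groups (6) and the interaction (1) the splits say nothing on chance.

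Of the lists picked for a closer look, which are not all that were split, the adjusted p was as small only in the real split, 1 of 100, for PERK genes between the OVA groups (4.6e-06, smallest other 8.5e-06), immediate-early genes (4.7e-07, 8.4e-07) and for the interaction of the cytotoxic (2.7e-12, 3.4e-10) and smooth muscle genes (2.5e-14, 2.0e-08). The lists were picked after the result among 55 in each comparison, and the PERK and immediate-early values lie close to the next split. Chance is therefore not excluded for them. For the interaction, genotype was regrouped within each treatment, which tests for any effect of genotype and not for an interaction alone. Chance is not excluded for heat shock genes between the OVA groups, reached in 24 splits (2.1e-06, 2.9e-20), ribosomal genes in WT-OVA lungs in 18 (3.1e-11, 1.3e-18), Wnt genes in WT-OVA lungs in 19 (7.4e-04, 1.9e-05) and in *Has2* +/--OVA lungs in 14 (1.7e-04, 2.0e-06), TGF-β genes in *Has2* +/--OVA lungs in 11 (0.0124, 0.00241), and regulatory T cell genes in 6 (0.0989, 0.0171) and Th17 genes in 94 splits (0.942, 4.5e-04) between the OVA groups. Between the OVA groups chance is likewise not excluded for IRE1 genes (37 splits), ATF6 genes (36), T cell genes (60) or proliferation genes (49). The same holds for TGF-β targets (23), ribosomal genes (18), glucocorticoid targets (10), eosinophil genes (6) and the EIF2 genes of the paper's table (5). Type 2 genes were reached in 3 splits, smooth muscle genes in 4 and the Figure 4E genes in 4.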
